# *Sphingomonas wittichii* Strain RW1 Genome-Wide Gene Expression Shifts in Response to Dioxins and Clay

**DOI:** 10.1371/journal.pone.0157008

**Published:** 2016-06-16

**Authors:** Benli Chai, Tamara V. Tsoi, Shoko Iwai, Cun Liu, Jordan A. Fish, Cheng Gu, Timothy A. Johnson, Gerben Zylstra, Brian J. Teppen, Hui Li, Syed A. Hashsham, Stephen A. Boyd, James R. Cole, James M. Tiedje

## Abstract

*Sphingomonas wittichii* strain RW1 (RW1) is one of the few strains that can grow on dibenzo-*p*-dioxin (DD). We conducted a transcriptomic study of RW1 using RNA-Seq to outline transcriptional responses to DD, dibenzofuran (DF), and the smectite clay mineral saponite with succinate as carbon source. The ability to grow on DD is rare compared to growth on the chemically similar DF even though the same initial dioxygenase may be involved in oxidation of both substrates. Therefore, we hypothesized the reason for this lies beyond catabolic pathways and may concern genes involved in processes for cell-substrate interactions such as substrate recognition, transport, and detoxification. Compared to succinate (SUC) as control carbon source, DF caused over 240 protein-coding genes to be differentially expressed, whereas more than 300 were differentially expressed with DD. Stress response genes were up-regulated in response to both DD and DF. This effect was stronger with DD than DF, suggesting a higher toxicity of DD compared to DF. Both DD and DF caused changes in expression of genes involved in active cross-membrane transport such as TonB-dependent receptor proteins, but the patterns of change differed between the two substrates. Multiple transcription factor genes also displayed expression patterns distinct to DD and DF growth. DD and DF induced the catechol ortho- and the salicylate/gentisate pathways, respectively. Both DD and DF induced the shared down-stream aliphatic intermediate compound pathway. Clay caused category-wide down-regulation of genes for cell motility and chemotaxis, particularly those involved in the synthesis, assembly and functioning of flagella. This is an environmentally important finding because clay is a major component of soil microbes’ microenvironment influencing local chemistry and may serve as a geosorbent for toxic pollutants. Similar to clay, DD and DF also affected expression of genes involved in motility and chemotaxis.

## Introduction

Polychlorinated dibenzo-*p*-dioxins and dibenzofurans (PCDD/PCDF) belong to a group of structurally related chemicals collectively called dioxins [1]. PCDD/PCDF are among the most environmentally persistent organic pollutants, and are known for their carcinogenic effects on humans [2,3]. Microbiologically mediated biodegradation represents a promising approach for the remediation of PCDD/PCDF contaminated soils and sediments. Extensive efforts have been expended on isolating (or attempting to isolate) bacteria and/or bacterial communities that can detoxify PCDD/PCDFs in natural environments. Several bacterial strains have been isolated that can grow on DF as sole carbon source or co-metabolize some PCDD/PCDF congeners in resting cell assays [3,1]. However, the ability to use DD as sole carbon source has been reported for only a few strains including *Sphingomonas wittichii* strain RW1 [4,5,3], which, to our knowledge, is the only one with a sequenced genome.

*Sphingomonas wittichii* strain RW1 is a member of the Alphaproteobacteria and was isolated from the Elbe River in Germany by its growth on DD [4]. It also grows on DF and 4-chloro-dibenzofuran [4,6,7,3].

The initial oxygenation of DD and DF by RW1 is catalyzed by an angular dioxin dioxygenase [8]. Meta-cleavage follows involving 2,2',3-trihydroxybiphenyl dioxygenase [9], and the hydrolysis of 2-hydroxy-6-oxo-6-(2-hydroxyphenyl)-hexa-2,4-dienoate (HOHPDA) by HOPDA hydrolase [4,10]. This process comprises the common upper pathway and produces salicylate from DF or catechol from DD. Both compounds are then further catabolized to aliphatic compounds through the gentisate or catechol ortho-pathways prior to entering TCA cycle for complete oxidation [4]. Genes coding for the upper pathway have been cloned and expressed in *E*. *coli* and mapped to the *dxn* region [11,12,13,14]. These studies show that most of the genes might be involved in oxidation of both DD and DF, but the role of the meta-cleavage oxygenase DbfB in DD metabolism was not confirmed. Very little activity against the DD hydroxylation product 2,2’,3-trihyroxydiphenylether occurred in DbfB-expressing *E*. *coli* recombinant cells [11]. Pathways for degradation of aliphatic compounds derived from the hydroxylated ring of dioxins have not been systematically studied.

The completion of the genome sequence of RW1 has greatly facilitated studies of its unique degradation capability. The RW1 genome consists of one chromosome and two mega plasmids [15]. One of the characteristics of the RW1 genome is the presence of multiple TonB-dependent outer membrane receptor protein genes. A transcriptomics study of RW1 grown on DF was reported [16] using a whole genome DNA microarray and transposon mutagenesis, and two proteomics studies examined the protein profiles of RW1 cells grown on DF [17] and when grown on DD, DF and DF in the presence of 2-chlorodibenzo-*p*-dioxin [18].

Although RW1 is able to utilize both DD and DF as its sole source of carbon, how differently RW1 responds to DD or DF is unknown. We hypothesized that the difficulty in isolating DD-growing bacteria compared with the relative ease in isolating DF-growing bacteria may reflect certain common metabolic constraints. Changes in the expression of genes outside of catabolic pathways may be required to allow RW1 to grow on DD. The whole transcriptome shotgun sequencing of RW1 grown on DD, DF, and SUC (control) enabled us to outline the overall differences in gene expression in response to DD and DF, as well as to confirm genes involved in DD and DF catabolism. Furthermore, in nature, poorly water-soluble compounds such as PCDD/PCDF associate extensively with geosorbents such as clays, organic matter, and chars [19,20]. Our prior work showed Cs-saponite clay to be an effective sorbent for DD, 10 to 50 times more adsorbent than Ca-, Mg- or K-saponite [20]. Hence, the effects of a major soil component, *viz*. clay, on global gene expression was also evaluated using Cs-saponite.

## Materials and Methods

*Sphingomonas wittichii* strain RW1 was kindly provided by Dr. Rolf Halden at Arizona State University. Genome sequences of RW1, chromosomal (NC_00911, open reading frames Swit_0001 to Swit_4886), plasmid pSWIT01 (NC_009507, Swit_5113 to Swit_5400) and plasmid pSWIT02 (NC_00908, Swit_4887 to Swit_5112), and annotations were downloaded from the Joint Genome Institute (JGI, http://genome.jgi-psf.org/sphwi/sphwi.home.html). Pathway information for RW1 was obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.kegg.jp/kegg/).

To update the annotation of 172 differentially expressed open reading frames marked “hypothetical”, we conducted homology searches using BLASTP against the NCBI non-redundant protein database (nr, GenBank release 211) using cutoffs e-value ≤ 10^−10^ and aligned length ≥ 50%. Of 172 open reading frames searched, 17 produced hits to known genes.

### Clay preparation

Smectite clay (saponite, SapCa-2) obtained from the Source Clays Repository of the Clay Minerals Society at Purdue University was used in this study. Preparation of homoionic Cs-saponite followed the method of Arroyo et al. [21]. Briefly, a dilute clay suspension was titrated to pH 6.8 with 0.6 M sodium acetate buffer (pH = 5) to remove carbonate impurities. The clay-sized particles were obtained by centrifugation of the clay suspension for 6 min at 60×*g*, then treated with 0.1 M CsCl six times to saturate the cation exchange capacity of the clay with Cs^+^. The homoionic Cs-saponite was washed using Milli-Q water until free of chloride ion as indicated by failure to form AgCl precipitate when the wash water was mixed with AgNO_3_. The preparation was then freeze dried.

### Culturing, substrates, and clay

RW1 was grown at 30°C using defined mineral DSMZ medium 457 (Brunner medium) (Deutsche Sammlung von Mikroorganismen und Zellkulturen GmbH, http://www.dsmz.de/). Carbon substrates were added as follows: SUC was added to a final 20 mM concentration. DD and DF were added to sterile flasks from acetone stocks to a final nominal concentration of 3 mM and left open in a sterile hood for 5 h to allow acetone to completely evaporate. Brunner medium was then added and flasks were sonicated for 10 s to dislodge and break up substrate crystals. Cs-saponite was added to 0.7% (w/v) final concentration in Brunner medium with succinate and sonicated to obtain a suspension with homogenized clay particles (SAP cultures).

Cell density of cultures (CFU, colony forming units) was determined by plating serial dilutions on nutrient agar from the control succinate-only (SUC) cultures, the SAP cultures, and on Brunner agar with DF crystals (added onto Petri dish lid) from DD and DF cultures.

Scanning Electron Microscopy (SEM) was performed at MSU Center for Advanced Microscopy by Carol Flegler.

### RNA isolation and mRNA enrichment

Total RNA was isolated from early-to-mid log phase cultures (CFU of 1.0x10^9^ to 1.5x10^9^ cells/mL) using a PureLink Mini Kit (Life Technologies, Carlsbad, CA). To ensure complete removal of DNA, RNA samples underwent a two-step DNAse I treatment, first with DNAse I (amplification grade, Life Technologies) followed by TURBO DNAse I (Life Technologies). The RNA concentration was measured using Qubit (Life Technologies) and its quality was validated using BioAnalyzer (Agilent Technologies, Santa Clara, CA).

Cultures were sampled for transcriptomic analysis as follows: two replicates from SUC early- to mid-log phase (20–24 h), three from SAP early- to mid-log phase (33–38 h), three from DD early- to mid-log phase (47 h), and three from DF early- to mid-log phase (16 h). Enrichment of mRNA was performed by oligo-based removal of ribosomal RNA. A MicrobExpress kit (Life Technologies) was used for one SUC replicate and one SAP replicate. All other samples were enriched using a RiboMinus kit (Life Technologies) combined with custom oligonucleotides specifically targeting RW1 23S rRNA.

Designing the customized oligos was aided by Robin Gutell’s 23S rRNA secondary structure model diagram of *E*.*coli* (http://www.rna.icmb.utexas.edu/). Regions of 23S rRNA free of hairpin structures were targeted, and candidate oligo probes of 20–22 bp long were selected. These sequences were then used to search the RW1 genome sequence to filter out those sharing four or more consecutive identical bases with non-23S regions. Five oligo-probes were eventually selected and synthesized with poly(A) tails added at the 3’ end. The 23S-targeting oligos with poly(A) tail were used along with poly(T) coated Dynabeads (Life Technologies) for the removal of 23S rRNA through specific hybridization (using RiboMinus hybridization buffer).

### Illumina sequencing and data processing

Transcriptomic data consisting of 35-bp single-end reads was generated using an Illumina GA II system. Library preparation and sequencing were performed at the MSU Research Technology Support Facility. Sequence reads were filtered using the Illumina chastity filter. Reads were then trimmed using a custom Python script to remove the 3’ end low quality segments flagged by *Read Segment Quality Control Indicator*. Reads from each sample were aligned using Bowtie [22] to the RW1 genome reference sequences, from which the Bowtie index file was built, using the mapping parameters (*-n 2 -e 70 -l 28—best*). Only reads mapping to unique genomic sites were tallied and summarized in the count table using a custom Python script and the RW1 gene feature table from JGI. Read counts of technical replicates were pooled as they showed excellent reproducibility as measured by Pearson correlation coefficients (R^2^) above 0.99 (not shown).

Comparisons of genes between treatments for differential expression were performed using the DESeq R package [23,24]. This package uses the negative binomial distribution for better modeling read count variability over the dynamic range between biological replicates, normalizes effective library sizes with a median count based method, which is less prone to the skewing effect by the highly differentially expressed genes, and computes differential expression tests with p values adjusted (P_adj_) for multiple testing with the Benjamini-Hochberg procedure for controlling the False Discovery Rate. A rate of 5% (0.05) was used as the cutoff for calling differential expression.

Custom Python scripts are available at https://github.com/chaibenl/RW1.

Sequencing and metadata files are available at NCBI Gene Expression Omnibus (GEO): accession GSE74831 (SRA SRP065972; BioProject PRJNA301621).

## Results

### Growth patterns under three culture conditions

When grown in the presence of clay (SAP), the RW1 growth phase was delayed, but the doubling time and final cell yield were similar to those of the control culture (SUC) (S1A and S1B Fig). SEM showed similar cell sizes (~1 μM) in both SAP and SUC cultures (S2A and S2B Fig). While RW1 cells in the SUC cultures showed moderate aggregation, only single or double (apparently dividing) cells were observed in the presence of SAP. Small clay particles appeared to associate with cell surfaces and individual cells were found associated with larger clay aggregates.

RW1 grown on DD (S1C Fig) normally transitioned to exponential growth after a short lag phase and reached a doubling time of 8 h. Some cultures grew in a biphasic growth pattern, characterized by an initial slow growth phase (to OD600 = 0.2–0.25), followed by a second more rapid growth phase. RW1 grew on DF (S1D Fig) with a doubling time of 5 h, shorter than on SUC (8 h) and DD (8 h). SEM revealed that both DF and DD growth promoted strong cell aggregation and increased amounts of extracellular material compared to SUC culture; cell colonization on DF and DD crystals was also observed.

### Gene expression differed little between SAP and SUC

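RNA-seq was used to count the transcripts of RW1 in cultures on succinate (SUC), on succinate with Cs-saponite clay (SAP), on dibenzo-p-dioxin (DD) and on dibenzofuran (DF). Each library came from a separate culture, which the paper counts as a biological replicate. The counts analysed here cover 2 SUC, 2 SAP, 3 DD and 3 DF libraries, each named by its culture and replicate (SUC1, SUC2 and so on). The paper gives 3 SAP cultures, and the third was not analysed here. SUC and SAP cultures held 20 mM succinate, SAP cultures also held 0.7% clay, and DD and DF cultures held 3 mM of their substrate, all at 30 °C. RNA was taken at 20 to 24 h from SUC, 33 to 38 h from SAP, 47 h from DD and 16 h from DF. Every condition thus has its own sampling time, and the paper places all of them in early to mid log phase. The paper used one rRNA removal kit for 1 SUC and 1 SAP library and another kit for the others, and the labels used here do not tell which libraries these are.

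The authors aligned single-end reads with Bowtie, kept reads with a unique position, pooled technical replicates and counted reads per gene. The counts per library sum to 416048 in SUC1, 312576 in SUC2, 422560 in SAP1, 293589 in SAP2, 335032 in DD1, 377063 in DD2, 363080 in DD3, 447277 in DF1, 345369 in DF2 and 502804 in DF3. The median tested gene had 16 to 30 reads in a library, and the 3 reads taken as the floor are worth 5.97 to 10.2 CPM, so that changes in genes with few reads are poorly resolved.

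Genes were tested with edgeR's quasi-likelihood test after TMM scaling and a filter on low counts, in 1 model over all 10 libraries, with Benjamini-Hochberg adjustment over 4159 genes and the paper's threshold of 0.05. Fold changes are given as log2 values with their standard errors, and levels as TMM-scaled CPM (mean ± SD). The standard errors for edgeR were worked back from its test, as the absolute log2 fold change over the square root of the F statistic. DESeq2, limma-voom and an exact negative binomial test written after DESeq, the paper's tool (the exact test), were run beside it, and each of 9 libraries was left out in turn.

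The authors' 2 tables name their DD columns differently. The normalized counts hold whole reads divided by 1 factor per library (100% of values are whole within 0.01). Their columns DD2 and DD3 equal DD1 and DD2 of the count table in all 5399 genes, and their DD1 equals no column of the count table. Before the data were examined, DD1 of the count table was set apart as the paper's early culture, leaving DD2 and DD3 as the DD group. However, 443 of 571 DD folds against SUC in S1 Table lie within 5% of the ratio over the count table's 3 DD libraries. With other sets of DD libraries 64 to 139 do. Folds were compared without their direction, and within 5% includes differences no larger than the last printed decimal place. The DD1 folds of S2 Table follow DD1 of the normalized table (Spearman's rho 0.981 across 31 genes, which are not independent replicates). Results over all 3 DD libraries are therefore given beside those over DD2 and DD3.

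No pair of replicates differed by as little as sampling noise, with chi-square per degree of freedom from 1.95 (DF2 and DF3) to 30.2 (DF1 and DF3). Libraries DF1, SAP2 and SUC2 stood apart in a like manner. Across 1547 genes with at least 400 reads in total, the deviation of DF1 from DF2 and DF3 correlated with that of SAP2 from SAP1 (Pearson's r 0.552) and with that of SUC2 from SUC1 (0.578), and the latter correlated with each other (0.759), though genes are not independent replicates. DD1 of the normalized table went with these libraries. Its deviation from DD1 and DD2 of the count table correlated with those of DF1 (0.762), SAP2 (0.625) and SUC2 (0.598). In log2 CPM, DD3 correlated with DF2 and DF3 (0.826 and 0.827) at least as well as with DD1 and DD2 (0.807 and 0.795).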

Out of 5399 genes in RW1, we found 61 genes with statistically significant differential expression between the SAP-grown transcriptome and the SUC control. One gene was up-regulated while the remaining 60 were down-regulated in SAP, including genes for chemotaxis, signal transduction, pili, intracellular trafficking, and the majority of genes involved in flagellar assembly and functions (Fig 1).

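Genes of chemotaxis lay lower in SAP than in SUC as a group. All 13 tested chemotaxis genes of COG N had negative log2 fold changes, with a median of -1.76 (camera, adjusted p = 1.38e-13, and adjusted p = 0.0372 with an estimated correlation), and 5 of them were lower when adjusted over the list alone. The 7 tested secretion and pilus genes of COG N had a median of 0.09 and a mean of -0.46, which differ in sign, and 0 passed over the list alone, with 2 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.256, and adjusted p = 0.442 with an estimated correlation). With adjustment over all 4159 genes, edgeR's quasi-likelihood test called 0 genes between 2 SAP and 2 SUC libraries, and the smallest adjusted p was 0.0511. At an unadjusted p under 0.05 there were 147 genes. DESeq2 called 32 genes (1 higher, 31 lower), the exact test called 24, limma-voom called 0, and a fit of the 2 groups alone called 19. EdgeR called 13 with RLE size factors and 14 without a filter on counts, all lower. The edgeR count was 23 without DF1, 9 without DD2 and 9 without DD3, and remained at 0 when each of the other libraries was left out. Of 3 settings chosen after seeing the data, leaving out DF1, SAP2 and SUC2 gave 0, with 1 library left in each group, a term for these 3 libraries gave 31, all lower, and pairing SAP with SUC by replicate number gave 0, with a smallest adjusted p of 0.0658.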

**Fig 1:**
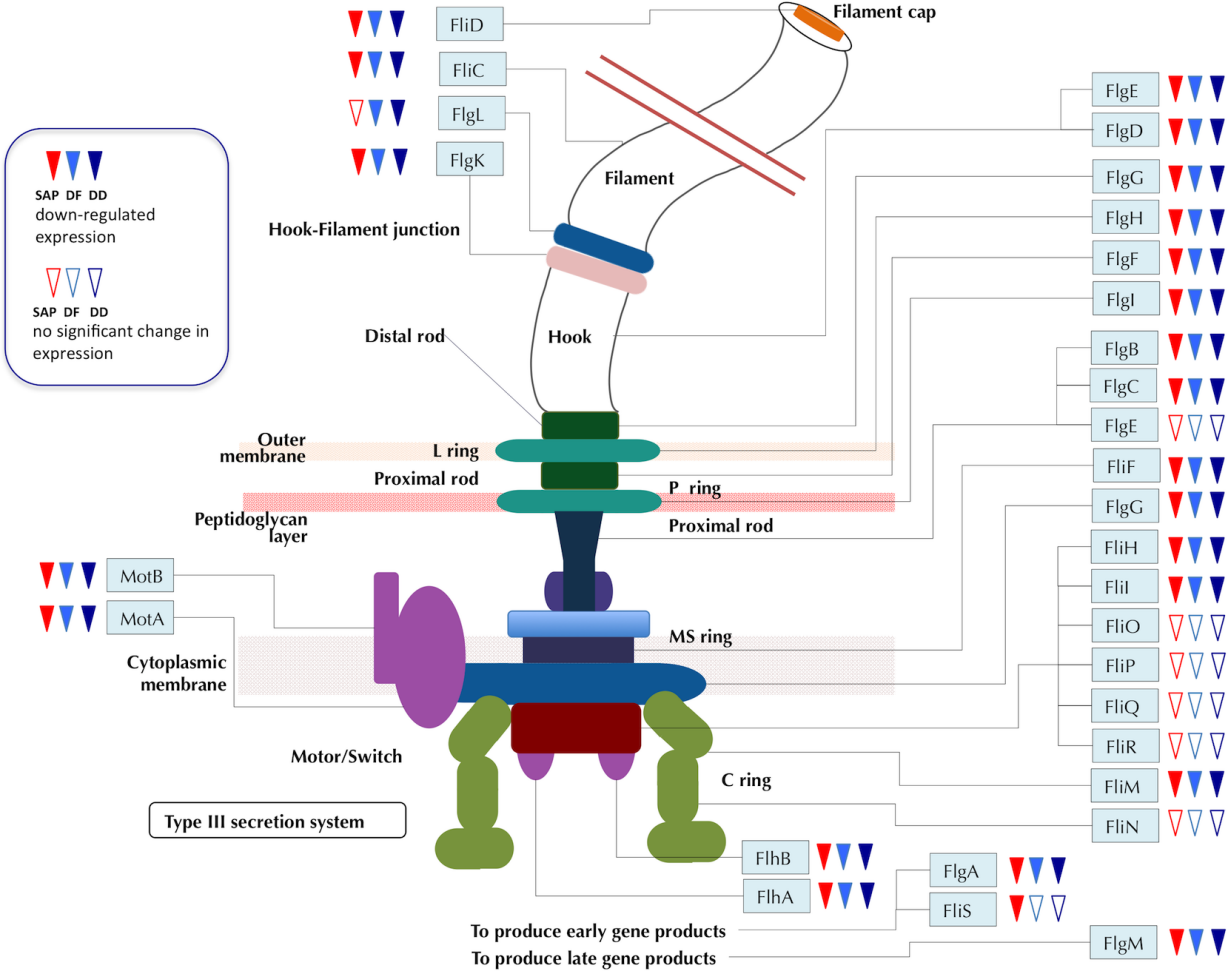
Flagellar Assembly: down-regulated genes compared to the SUC transcriptome.

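The genes of flagellar structure, export and motor fell as a group in SAP. Of 29 tested flagellar genes, 28 had a negative log2 fold change and 25 were lower when adjusted over the list alone, with a median of -3.46, or -3.41 with the gene without SAP reads at its bound (camera, adjusted p = 1.53e-53, and adjusted p = 0.0242 with an estimated correlation). In the flagellar cluster from Swit_1258 to Swit_1295, 33 of 37 tested genes were lower over the list alone (camera, adjusted p = 2.35e-66, and adjusted p = 0.0242 with an estimated correlation). The basal-body rod gene flgC (Swit_1270) had 0 reads in both SAP libraries and 68.4 CPM in SUC, which makes it at least 6.7-fold lower in SAP against a floor of 3 reads per library. Swit_1286, another gene of the cluster, had 2 reads in SAP and 21 in SUC, a ratio of 0.0969 (95% exact interval 0.011 to 0.396) that covers counting error only, and its log2 fold change was -3.18 (standard error 1.02, adjusted p = 0.452) from edgeR's quasi-likelihood test. Over all genes the adjusted p of Swit_1270 was 0.0511. It passed by DESeq2, with RLE size factors, without a filter, in a fit of the 2 groups alone and without DF1, DD2 or DD3.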

### Differences in expression patterns under DD and DF compared to SUC

Relative to the SUC control, 320 and 241 genes were differentially expressed in response to DD and DF growth, respectively (Fig 2, S1 Table). 

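In DD, the largest rise among well-expressed genes was that of Swit_0553, a transporter of the major facilitator superfamily, with a log2 fold change of 8.14 (standard error 1.15, adjusted p = 0.0087) from edgeR's quasi-likelihood test. The vanillate monooxygenase Swit_1067 rose by 5.47 (standard error 0.64, adjusted p = 0.00383). In DF, 3 genes annotated to pyruvate dehydrogenase rose, Swit_5152 by 2.53 (standard error 0.44, adjusted p = 0.0194), Swit_5153 by 3.29 (adjusted p = 0.0129) and Swit_5154 by 3.51 (adjusted p = 0.0165). The adjacent dihydrolipoamide dehydrogenase gene Swit_5151, named here after its value was seen, rose by 3.18 (standard error 0.69, adjusted p = 0.0392). In total, 26 genes differed between DD and SUC (22 higher, 4 lower) and 83 between DF and SUC (32 higher, 51 lower). Over all 3 DD libraries these were 79 (44 higher, 35 lower) and 104 (40 higher, 64 lower). The DD count was 2 without SUC1, 0 without SUC2 and 68 without DF1, and the DF count was 1 without SUC1, 0 without SUC2, 6 without DF2, 14 without DF3 and 174 without DF1. Among other settings, DESeq2 called 72 genes in DD, a fit of the 2 groups alone called 97 in DD and 52 in DF, and a minimum of 50 counts left 22 in DF. Of 3 settings chosen after seeing the data, leaving out DF1, SAP2 and SUC2 gave 16 and 32, a term for these 3 libraries gave 90 and 228, and pairing SAP with SUC by replicate number gave 6 and 18. The 2 DD calls ended without SUC1 or SUC2 (adjusted p up to 0.207). The DF calls of Swit_5152, Swit_5153 and Swit_5154 ended without SUC1, SUC2 or DF2 (adjusted p up to 0.213). Some of these DF calls also ended without DF3 (adjusted p up to 0.051).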

The differentially expressed genes were distributed among 21 COG categories. The percentages of differentially expressed genes in each COG were not proportional to its relative abundance in the genome. DD and DF grown cells shared 35 up-regulated genes and 86 down-regulated genes. 

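Among the genes that rose in both DD and DF were the 4-oxalocrotonate decarboxylase Swit_4925 and the aldolase Swit_4923, of the breakdown of aliphatic intermediates, and Swit_4363, the heavy subunit of methylamine dehydrogenase. Swit_4363 had a log2 fold change of 5.00 (standard error 0.57, adjusted p = 0.00383) in DD and 3.99 (standard error 0.53, adjusted p = 0.0129) in DF from edgeR's quasi-likelihood test. Those that fell in both were Swit_1280, annotated as a cobyrinic acid diamide synthase within the flagellar cluster, the flagellar P-ring gene Swit_1264, the serine carboxypeptidase Swit_2414 and the TonB-dependent receptor Swit_2420. The peptidase Swit_2414 had log2 fold changes of -3.74 (standard error 0.67, adjusted p = 0.0278) and -3.38 (standard error 0.55, adjusted p = 0.0165). These 7 genes, 3 higher and 4 lower, compare with 0.169 and 0.0491 for independent lists of the same sizes. In 50 simulations of unchanged groups that share their SUC counts the means were 0.02 and 0, but on average only 0.06 genes were called in DD and 0.14 in DF, so these give no expected overlap for lists of 26 and 83 genes. With all 3 DD libraries, 9 were higher and 30 lower in both (0.456 and 0.58 for independent lists). Across 4159 genes the fold changes of DD and DF correlated at Pearson's r = 0.584, within the range of the simulations (mean 0.56, highest 0.588). Their covariance of 0.547 lay above that of every simulation (mean 0.227, highest 0.243). The simulations hold no changes, so that r in them comes from shared SUC noise alone. The likeness in r therefore cannot show that DD and DF share nothing else. Part of the overlap may come from the shared controls. DD and DF were not compared each against its own SUC library. The count of 7 was 0 without SUC1 or SUC2, 4 without DF2 or DF3 and 32 without DF1. It was also 31 by DESeq2, 31 in fits of the 2 groups alone, 13 by the exact test and 11 by limma-voom. The DD calls of Swit_4363 and Swit_2414 ended without SUC1 or SUC2 (adjusted p up to 0.223). The DD call of Swit_2414 also ended without DD2 or DD3, by the exact test and by limma-voom (adjusted p up to 0.197). The DF calls of the same 2 genes ended without SUC1 or SUC2 (adjusted p up to 0.128). That of Swit_2414 also ended without DF2 or DF3 (adjusted p up to 0.0599).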

Only one of these shared genes was up-regulated in DD but down-regulated in DF, corresponding to a highly-expressed, conserved, hypothetical protein gene of only 141 nucleotides (Swit_4546).

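Swit_4546 was higher in DD than in DF. It had 25.3 ± 6.23 CPM in DF (SD, n = 3), 74.8 ± 87.2 in SUC (n = 2) and 2204 ± 2737 in DD (n = 2). The log2 fold change from DF to DD was 6.42 (standard error 1.25, adjusted p = 0.0361) from edgeR's quasi-likelihood test, or 6.27 (adjusted p = 0.0176) over all 3 DD libraries. Against SUC it was 4.84 (standard error 1.36, adjusted p = 0.159) in DD and -1.59 (standard error 1.19, adjusted p = 0.643) in DF, neither of which passed, though a fit of the 2 groups alone called the former (4.86, adjusted p = 0.0121). Swit_4546 had 4140 CPM in DD2 and 268 in DD3, and without DD2 the value against DF was 3.39 (adjusted p = 0.641). No gene was called in opposite directions in DD and DF by edgeR. The call between DD and DF ended without DF1, DF2, DF3 or DD2, by the exact test, by limma-voom and at 50 counts or more per library (adjusted p up to 1).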

**Fig 2:**
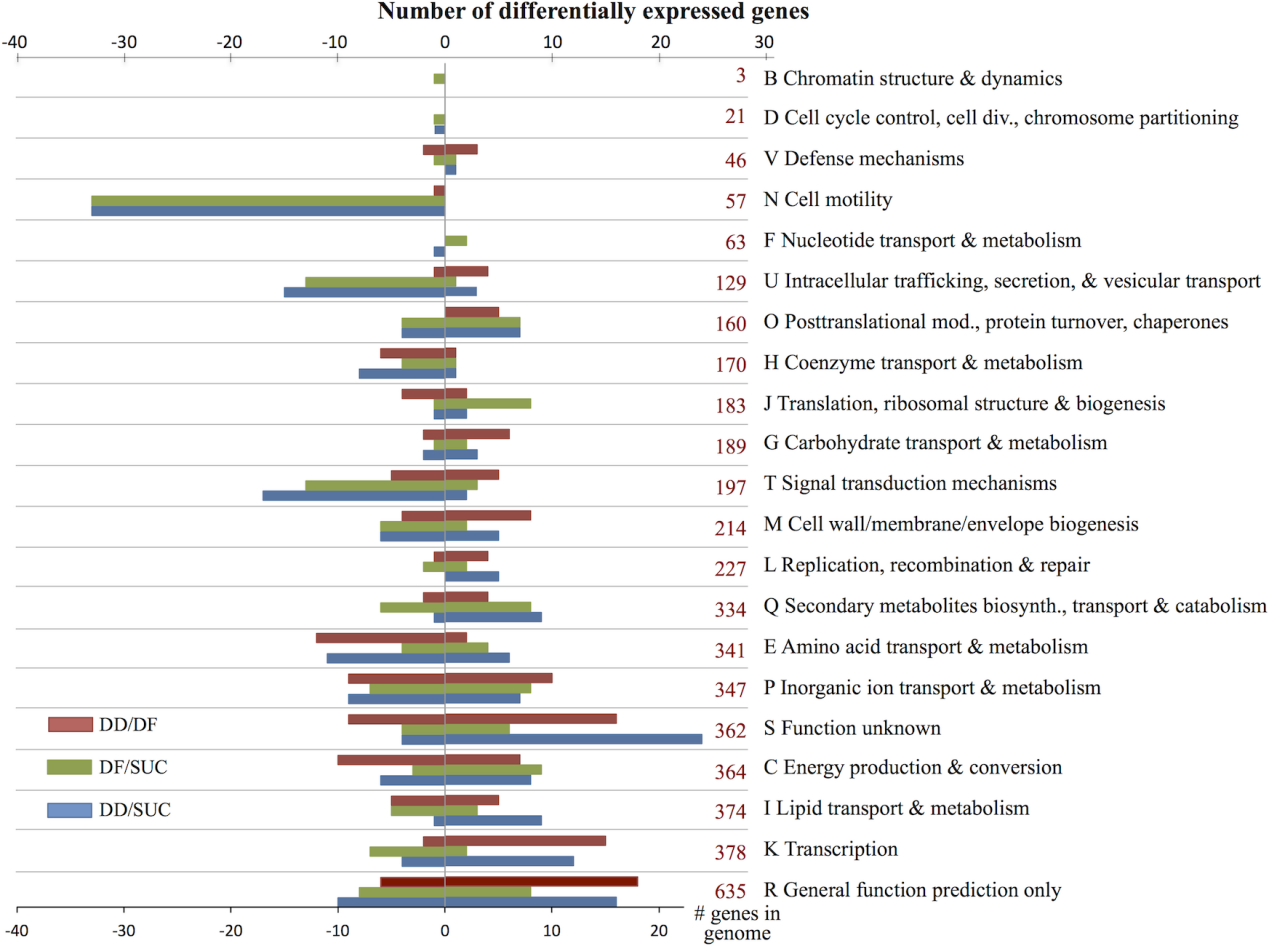
Numbers of up- and down-regulated genes, relative to SUC, in DD and DF grown cells, and relative to DF, in DD grown cells, by COG category. The numbers in red are total genes in each COG. Some genes are assigned to multiple COG categories and counted in each.

For COGs D, N, F, U, O, T and Q, there were more differentially expressed genes in DD relative to SUC *and* more in DF relative to SUC than the number of differentially expressed genes in DD relative to DF (Fig 2, S2 Table). In particular, 30 genes in COG N were significantly down-regulated in response to both DD and DF while another three genes trended down in both comparisons but the difference was only significant in DD relative to SUC or DF relative to SUC, but not both (Fig 1, S2 Table). 

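In COG N, cell motility, 15 of the 36 genes listed in S1 Table were lower in DF and 1 was lower in DD by edgeR's quasi-likelihood test, and 0 differed between DD and DF. Of the 22 genes of COG U, intracellular trafficking and secretion, 8 were lower and 1 was higher in DF, 1 was higher in DD and 2 were higher in DD than in DF. Among 28 genes of COG T, signal transduction, 4 were lower and 1 was higher in DF, and 1 was lower in DD than in DF. COG Q, secondary metabolites, had 19 genes, of which 6 were higher and 2 lower in DF, 3 were higher in DD, and 2 were higher and 1 lower in DD than in DF. Of the 20 genes of COG O, 2 were higher in DD, 1 was lower in DF and 2 were higher in DD than in DF. The 1 gene of COG D was lower in both DD and DF, and the 3 genes of COG F did not pass in any of the 3 comparisons. When DD1 joined DD2 and DD3, 13 genes of COG N and 7 of COG U were lower in DD, and 19 and 10 were lower in DF. S1 Table lists genes that the study chose on these samples, so their direction is not independent evidence.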

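Of the 36 genes of COG N in S1 Table, 35 had negative log2 fold changes against SUC in both DD and DF. The P-ring gene Swit_1264 was the 1 gene called lower in DD over all genes, with a log2 fold change of -3.44 (standard error 0.60, adjusted p = 0.0273) from edgeR's quasi-likelihood test, and in DF it was lower as well, at -2.87 (standard error 0.49, adjusted p = 0.0194). The flagellin gene Swit_1283 fell in DF by 3.77 on the log2 scale (standard error 0.65, adjusted p = 0.0194). Hook-associated Swit_0213 had a log2 fold change of -2.91 (standard error 0.51, adjusted p = 0.0194) in DF. The DD call of Swit_1264 ended without SUC1, SUC2 or DD2 and at 50 counts or more per library (adjusted p up to 0.227). All 3 DF calls ended without SUC1, SUC2, DF2 or DF3 (adjusted p up to 0.192). Among these DF calls, 1 or more also ended at 50 counts or more per library (adjusted p up to 0.0704).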

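Methyl-accepting chemotaxis transducers are membrane receptors that sense attractants and repellents. Swit_2932, a gene of this family, had 2 reads in DD2, 1 in DD3 and 0 in DD1, and 28, 7 and 5 reads in DF1, DF2 and DF3. The ratio of DD to DF reads was 0.131 (95% exact interval 0.026 to 0.412), counting error only, and the log2 fold change was -2.87 (standard error 1.22, adjusted p = 0.398) from edgeR's quasi-likelihood test, or -3.35 (adjusted p = 0.146) over all 3 DD libraries. DF1 held most of the DF reads of this gene. Of 54 tested motility genes, edgeR called 0 between DD and DF over all genes and 0 over the list alone. At an unadjusted p under 0.05, 1 was higher and 2 were lower in DD. On log2 normalized counts with the normalized table's groups, a setting chosen after seeing the data, limma called 2, neither of them Swit_2932.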

Only one COG N gene was significantly differentially expressed between DD and DF conditions, the methyl-accepting chemotaxis sensory transducer Swit_2932.

### Differential expression between DD and DF transcriptomes

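Between DD and DF the transporter Swit_0553 had the largest log2 fold change among the called genes, 7.14 (standard error 0.89, adjusted p = 0.00516) from edgeR's quasi-likelihood test. The regulator of the Crp/Fnr family Swit_1945 was lower in DD than in DF, at -3.47 (standard error 0.63, adjusted p = 0.0227). In all, 32 genes were higher and 3 lower in DD, 35 together, of which 15 were called neither between DD and SUC nor between DF and SUC. With all 3 DD libraries, 70 were called (59 higher, 11 lower) and 32 of these were called in neither comparison against SUC. The count of 35 was 15 without DF2, 16 without DF3, 19 without DD2 and 73 without DF1. It was 78 by DESeq2, 21 in a fit of the 2 groups alone, 22 at 50 counts or more per library, 53 without DF1, SAP2 and SUC2, 106 with a term for these 3 libraries and 46 with SAP and SUC paired by replicate number, the last 3 settings being chosen after seeing the data. The call of Swit_1945 ended without DF2, DF3, DD2 or DD3, by the exact test and in a fit of the 2 groups alone (adjusted p up to 0.83).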

Three hundred five genes in RW1 were significantly differentially expressed between DD and DF growth conditions, of which 136 did not show statistically significant differential expression between both DD and SUC and between DF and SUC (S1 Table). 

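Some genes that differed between DD and DF lie next to each other in the numbering of the genome. The genes Swit_0975 to Swit_0978, of catechol breakdown, Swit_1152 to Swit_1154, of an efflux pump, and Swit_2188 to Swit_2191, of a prophage region, were each called as unbroken runs, all higher in DD. In the last run, Swit_2189, a hypothetical protein, had a log2 fold change of 3.33 (standard error 0.49, adjusted p = 0.00726) from edgeR's quasi-likelihood test. Together these 3 runs of 3 or more genes held 11 genes, and the longest had 4. The same 3 runs were found over all 3 DD libraries. DESeq2 gave 4 runs with 14 genes and the exact test gave 1 run with 4 genes. Without DD3 only the efflux run remained, with 3 genes. Without DD2 there were 2 runs with 7 genes and without DF2 2 runs with 6, neither with the prophage run. Without DF1 there were 7 runs with 23 genes, and with a replicate block 0. Of 2 settings chosen after seeing the data, leaving out DF1, SAP2 and SUC2 gave 6 runs with 21 genes and a term for these 3 libraries gave 9 with 34.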

One hundred of the 305 genes differentially expressed between DD and DF are co-localized in 18 clusters containing 3 to 21 genes. These include a cluster of seven genes, with four significantly up-regulated in DD vs. DF. These are: two genes involved in malonate transport and genes for two subunits of malonate decarboxylase, two genes of unknown function, an acetyl-CoA carboxylase beta subunit-like protein (Swit_4284–4290), a cluster of pili and conjugation related genes on plasmid pSWIT01, (Swit_5364–5370), and two clusters encoding mainly hypothetical proteins, most of which are significantly up-regulated in DD compared to DF (Swit_2170–2188, and Swit_4460–4466). 

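Genes of the prophage-like region from Swit_2170 to Swit_2213 were higher in DD than in DF. Of 32 tested genes, 13 passed over all genes and 23 over the list alone, all higher, with a median log2 fold change of 2.29, or 2.28 with genes without reads at their bound (camera, adjusted p = 2.07e-25, and adjusted p = 0.0183 with an estimated correlation). Swit_2170, a hypothetical protein, had 3.87 (standard error 0.53, adjusted p = 0.00547) and Swit_2190, a ClpP peptidase, had 2.94 (standard error 0.41, adjusted p = 0.00547) from edgeR's quasi-likelihood test. In the fit over all 3 DD libraries, 15 of 28 tested genes passed.
In the conjugation cluster on plasmid pSWIT01, TraL (Swit_5365) had 4.66 (standard error 0.83, adjusted p = 0.0211), and was the 1 of 17 tested genes that passed, while 12 passed over the list alone (camera, adjusted p = 6e-11, and adjusted p = 0.249 with an estimated correlation). With all 3 DD libraries 3 of 14 passed. The conjugation genes took 0.413%, 0.542% and 0.12% of reads in DD1, DD2 and DD3, and without DD2 the TraL value was 2.83 (adjusted p = 0.312). Of 26 tested genes in the region from Swit_4434 to Swit_4466, edgeR called 0, 18 were higher over the list alone and 19 at an unadjusted p under 0.05 (camera, adjusted p = 3.77e-14, and adjusted p = 0.249 with an estimated correlation), and 4 of 23 passed over all 3 DD libraries. Swit_4463 had 13 reads in DD and 1 in DF, a ratio of 22.8 (95% exact interval 3.42 to 967) that covers counting error only.
For the malonate genes Swit_4284 to Swit_4291, edgeR called 0 of 8 over all genes and 0 over the list alone, with 2 higher at an unadjusted p under 0.05 and a median of 1.29 (camera, adjusted p = 0.178, and adjusted p = 0.775 with an estimated correlation). Over all 3 DD libraries 5 were higher over the list alone, with a median of 1.88. These genes took 0.131%, 0.0745% and 0.0129% of reads in DD1, DD2 and DD3, 0.0306%, 0.0162% and 0.0195% in DF1, DF2 and DF3, and 0.0113% and 0.0096% in SUC1 and SUC2, so that DD3 lay below all 3 DF libraries. The members of these lists come in part from S1 Table, which is not independent evidence. The TraL call ended without DF2, DF3 or DD2, by the exact test and in a fit of the 2 groups alone (adjusted p up to 1).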

Overall, there were a total of 108 hypothetical protein-coding genes differentially expressed between DD and DF, of which 94 were up-regulated in DD relative to DF.

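Hypothetical proteins made up 174 of the genes in S1 Table. Between DD and DF, 13 of them were called by edgeR's quasi-likelihood test, and all 13 were higher in DD. Among these, Swit_2177 had a log2 fold change of 3.59 (standard error 0.62, adjusted p = 0.0181) and Swit_2176 had 2.52 (standard error 0.38, adjusted p = 0.00726). Swit_1107 was also higher, at 3.74 (standard error 0.75, adjusted p = 0.0413). With all 3 DD libraries, 24 were called, 22 higher and 2 lower in DD, and DESeq2 called 21, 19 higher and 2 lower. The calls of Swit_2177 and Swit_2176 ended without DF3 (adjusted p up to 0.11). Of these 2, 1 or both also ended without DF2, DD2 or DD3, by limma-voom, by DESeq2 and in a fit of the 2 groups alone (adjusted p up to 0.0969).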

Our homology search of the current protein databases showed that 17 of the hypothetical protein genes are closely related to other annotated sequences in the databases (S1 Table). 

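Swit_0545, related to a general stress protein, had 313 ± 331 CPM in DD (SD, n = 2), 58.2 ± 34.9 in DF (n = 3) and 56.9 ± 34.0 in SUC (n = 2). Its log2 fold change was 2.42 (standard error 0.98, adjusted p = 0.363) from SUC to DD and 2.43 (standard error 0.85, adjusted p = 0.309) from DF to DD by edgeR's quasi-likelihood test. Swit_0071, related to a plasmid stabilization protein, had 2.34 (standard error 0.99, adjusted p = 0.39) and 2.07 (standard error 0.83, adjusted p = 0.361). For the conjugal transfer protein Swit_5367 the ratio of DD to SUC reads was 14.8 (95% exact interval 4.74 to 74.3), counting error only, with a log2 fold change of 3.80 (standard error 0.88, adjusted p = 0.089) against SUC and 1.99 (standard error 0.63, adjusted p = 0.27) against DF. Swit_5369, related to a thiol:disulfide interchange protein, had 2.66 (standard error 0.86, adjusted p = 0.245) and 2.16 (standard error 0.71, adjusted p = 0.287). From SUC to DF their log2 fold changes were 0.00, 0.27, 1.81 and 0.50, with adjusted p of 0.453 or more. None of these values passed at 0.05 in the fit as planned. Swit_5367 passed against SUC over all 3 DD libraries (4.05, adjusted p = 0.0285), by DESeq2 (adjusted p = 0.0489), in a fit of the 2 groups alone (adjusted p = 0.0121) and without DF1 (adjusted p = 0.0457). Swit_5369 passed against SUC in a fit of the 2 groups alone (adjusted p = 0.0456) and against DF without DF1 (3.29, adjusted p = 0.0471).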

Most notable were genes encoding proteins related to a general stress protein (Swit_0545), a plasmid stabilization protein (Swit_0071), a conjugal transfer protein (Swit_5367), and a thiol:disulfide interchange protein (Swit_5369), all of which were significantly up-regulated in DD compared to both SUC and DF but not in DF compared to SUC. Another gene encodes a cytochrome C (Swit_4367), which was significantly up-regulated in DF compared to SUC and in DD compared to DF.

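The cytochrome c gene Swit_4367 lies beside genes of methylamine dehydrogenase. Its log2 fold change was 3.89 (standard error 0.53, adjusted p = 0.0087) from SUC to DD, 1.75 (standard error 0.48, adjusted p = 0.103) from SUC to DF and 2.14 (standard error 0.42, adjusted p = 0.0361) from DF to DD by edgeR's quasi-likelihood test. The change from SUC to DF passed by DESeq2 and not by edgeR. Its CPM were 42.0 ± 10.3 in SUC (SD, n = 2), 621 ± 14.9 in DD (n = 2) and 141 ± 68.2 in DF (n = 3). The DD call ended without SUC1 or SUC2 (adjusted p up to 0.186). The call between DD and DF ended without SUC1, SUC2, DF2, DF3, DD2, DD3, SAP1 or SAP2 and in a fit of the 2 groups alone (adjusted p up to 0.212).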

### Expression of DD and DF catabolic pathways

The upper pathway produces salicylate and 2-oxopent-4-enoate from DF, and catechol and 2-hydroxymuconate from DD. 

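The dxn genes, which encode enzymes and transport proteins of the upper pathway, and dbfB took a large share of all reads in every library. With the adjacent gntR gene these 13 genes held 12.8% and 9.63% of reads in SUC1 and SUC2, 14.0%, 12.1% and 12.0% in DD1, DD2 and DD3, and 11.2%, 18.5% and 18.5% in DF1, DF2 and DF3. Swit_4897 was the gene with most reads in most libraries, with 40410 ± 9137 CPM in SUC (SD, n = 2), 41020 ± 4821 in DD (n = 2) and 31410 ± 1989 in DF (n = 3). Of the 11 genes from Swit_4887 to Swit_4897, none passed edgeR's quasi-likelihood test in DD or DF, and their adjusted p lay at 0.386 or above. As a group, the 13 genes had a median log2 fold change of 0.12 in DD (camera, adjusted p = 0.47, and adjusted p = 0.807 with an estimated correlation) and 0.52 in DF (camera, adjusted p = 0.0148, and adjusted p = 0.522 with an estimated correlation). The share of this group was lower in DF1, SAP2 and SUC2 than in the other libraries of their groups.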

Upper pathway genes (S3 Fig), in general, showed high levels of constitutive expression in all three culture conditions, SUC, DD, and DF (Fig 3). The only differentially expressed gene in the upper pathway was *dbfB* (Swit_4902), which was significantly up-regulated 2.8-fold with DD, and up-regulated an additional 2.7-fold with DF (S1 Table, Fig 3). 

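The dbfB gene (Swit_4902), on plasmid pSWIT02, had 7006 ± 577 CPM in SUC (SD, n = 2), 17270 ± 4575 in DD (n = 2) and 53630 ± 22650 in DF (n = 3). The rise in DF passed edgeR's quasi-likelihood test, with a log2 fold change of 2.94 (standard error 0.50, adjusted p = 0.0194). In DD the log2 fold change was 1.30 (standard error 0.49, adjusted p = 0.318), or 1.48 (adjusted p = 0.108) over all 3 DD libraries, and from DF to DD it was -1.64 (standard error 0.47, adjusted p = 0.204), or -1.45 (adjusted p = 0.081). As ratios of mean counts, these are 2.46-fold in DD over SUC, 7.65-fold in DF over SUC and 3.11-fold in DF over DD. In DF1 dbfB had 27480 CPM, against 67240 in DF2 and 66170 in DF3. Without DF1 all 3 differences passed, and DESeq2 called the difference between DD and DF. The DF call ended without SUC1, SUC2 or DF2, by the exact test and in a fit of the 2 groups alone (adjusted p up to 0.213).

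**Figure D1:**
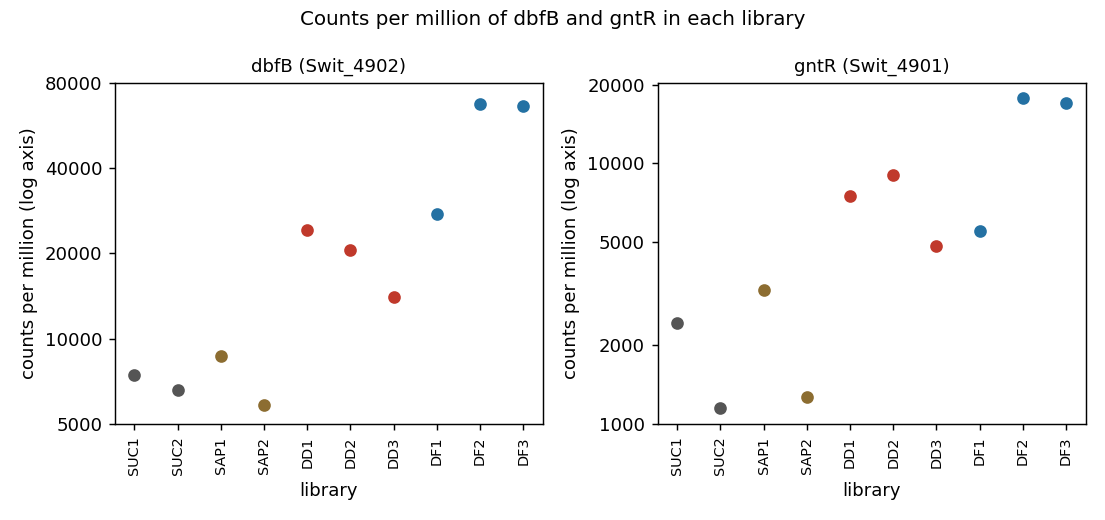
TMM-scaled CPM of dbfB (Swit_4902, left) and gntR (Swit_4901, right) in each library, on log axes; each point is 1 library, coloured by culture. For dbfB the DF libraries lie highest and DF1 lies below DF2 and DF3, as it does for gntR.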

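Swit_4901, upstream of dbfB, had 1792 ± 902 CPM in SUC (SD, n = 2), 6921 ± 3004 in DD (n = 2) and 13460 ± 6892 in DF (n = 3). Its log2 fold change against SUC was 2.91 (standard error 0.67, adjusted p = 0.0484) in DF and 1.95 (standard error 0.67, adjusted p = 0.288) in DD by edgeR's quasi-likelihood test, and over all 3 DD libraries the latter was 1.99 (adjusted p = 0.115). As ratios of mean counts these are 7.51-fold and 3.86-fold. The DD difference passed in a fit of the 2 groups alone. The DF call of Swit_4901 ended without SUC1, SUC2, DF2, DF3, DD2, DD3, SAP1 or SAP2, by the exact test, in a fit of the 2 groups alone and at 50 counts or more per library (adjusted p up to 0.418).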

The gene for a transcription regulator from the GntR family located immediately upstream of *dbfB* was also up-regulated 3.9- and 7.5-fold with DD and DF, respectively.

**Fig 3:**
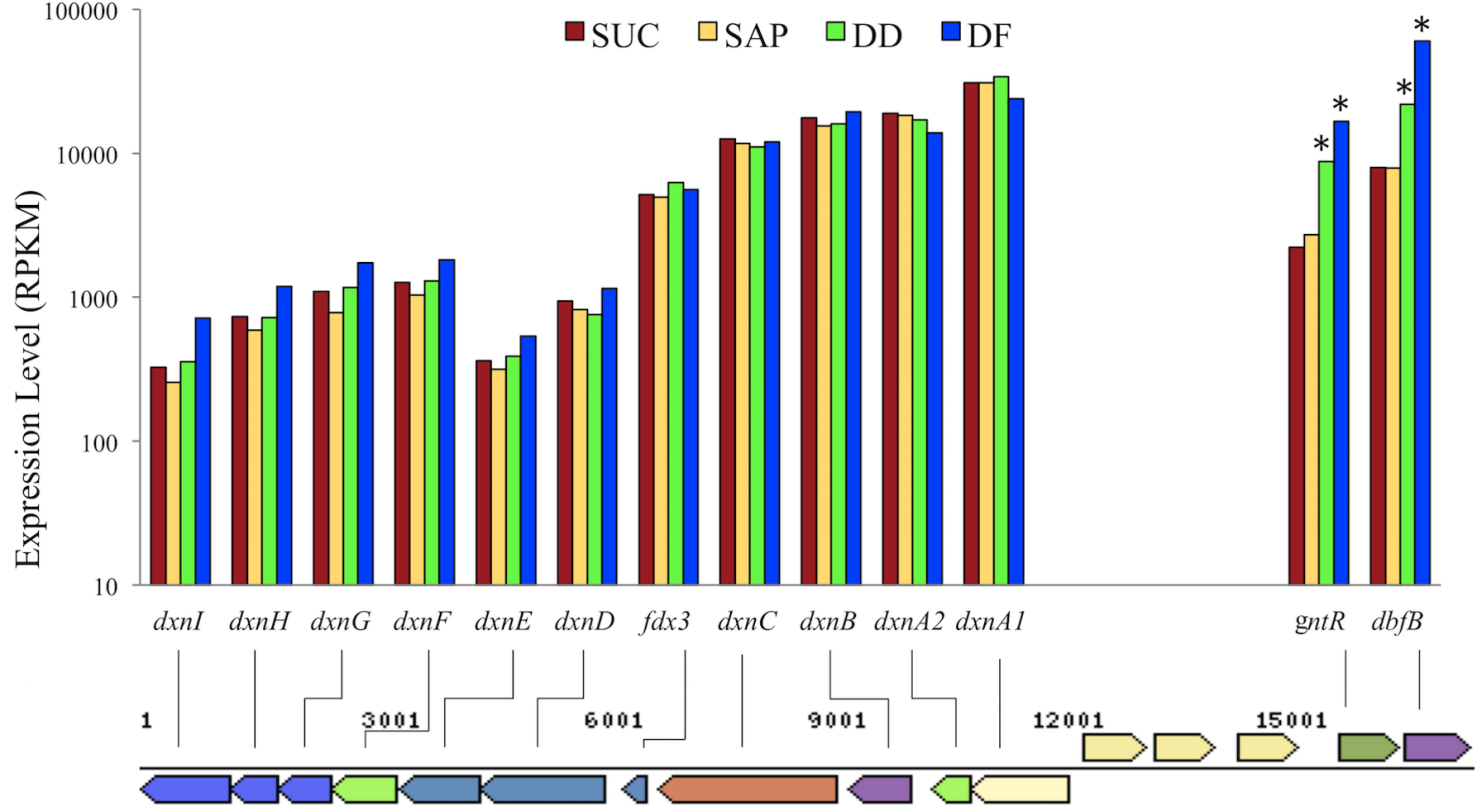
Organization and expression levels (RPKM counts) of dxn and *dbfB* genes. Dxn genes did not show statistically significant differential expression, while *dbfB* and *gntR* were induced by both dibenzo-*p*-dioxin (DD) and dibenzofuran (DF). * Indicates a significant difference (P_adj_-value ≤ 0.05) between SUC and both DD and DF. The differences between DD and DF are also significant for *dbfB*. For comparison, the median expression level for all genes was 49, 48 and 46 for SUC, DD and DF, respectively.

Compared to SUC, RW1 cultured with DD resulted in up-regulated genes for each step in the catechol *ortho*-pathway, which catalyzes the conversion of catechol to succinyl-CoA, while with DF two co-localized genes encoding salicylate 5-hydroxylase and gentisate 1,2 dioxygenase were up-regulated (Fig 4). 

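Genes of the catechol ortho-pathway rose in DD as a group. Of 10 tested genes, 5 were higher than in SUC over all genes and 7 over the list alone, with a median log2 fold change of 2.75 (camera, adjusted p = 1.52e-11, and adjusted p = 0.0195 with an estimated correlation). The muconate cycloisomerase Swit_0975 had 5.18 (standard error 0.83, adjusted p = 0.0176), the muconolactone isomerase Swit_0976 had 3.99 (standard error 0.70, adjusted p = 0.0273), and the catechol dioxygenase Swit_0977 had 3.58 (standard error 0.68, adjusted p = 0.0382) from edgeR's quasi-likelihood test. The enol-lactonase Swit_0978 and the 3-oxoacid CoA-transferase subunit Swit_4338 also rose, by 3.41 (adjusted p = 0.0273) and 3.15 (adjusted p = 0.0273). In the fit over all 3 DD libraries, 6 of 9 passed, the sixth being Swit_4337 at 2.90 (adjusted p = 0.0209). Against DF, 6 were higher in DD and 7 over the list alone (camera, adjusted p = 4.7e-12, and adjusted p = 0.0167 with an estimated correlation). By the exact test the calls of Swit_0975, Swit_0976, Swit_0977 and Swit_0978 against DF ended (adjusted p up to 0.956). That of Swit_0975 also ended without DF2 (adjusted p = 0.0511 by edgeR). Without DD3 the log2 fold changes of Swit_0975 and Swit_0976 against DF were 2.69 and 2.58, down from 4.11 and 3.85. DD3 stood apart in this pathway, which took 0.65% of its reads, against 0.283% in DD1, 0.22% in DD2, and 0.0442% and 0.0397% in SUC1 and SUC2. Without DD3 the log2 fold changes against SUC were 2.75 for Swit_0976 (adjusted p = 0.0819), 2.58 for Swit_0977 (adjusted p = 0.11) and 2.52 for Swit_0978 (adjusted p = 0.0962).
In DF, 2 of 6 tested genes of the salicylate and gentisate branch rose, the salicylate hydroxylase Swit_5101 by 4.44 (standard error 0.87, adjusted p = 0.0316) and the gentisate dioxygenase Swit_5102 by 4.69 (standard error 0.96, adjusted p = 0.0336). The median of that branch was -0.01 and its mean 1.26, which differ in sign (camera, adjusted p = 0.229, and adjusted p = 0.449 with an estimated correlation). Swit_5102 had 242 CPM in DF1, 2055 in DF2 and 1885 in DF3, and 52.8 ± 23.5 in SUC (SD, n = 2). In DF, edgeR called 0 of the 10 catechol genes, and 0 had an unadjusted p under 0.05. In DD, it called 0 of the 6 gentisate genes, likewise with 0 at an unadjusted p under 0.05. The 5 DD calls ended without SUC1 or SUC2 (adjusted p up to 0.314). Some of the DD calls also ended without DD2, DD3, SAP1 or SAP2 and by the exact test (adjusted p up to 1). The DF calls of Swit_5101 and Swit_5102 ended without SUC1, SUC2, DF2 or DF3, by the exact test, in a fit of the 2 groups alone and at 50 counts or more per library (adjusted p up to 1).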

In response to both DD and DF, key genes were significantly up-regulated in the aliphatic pathways through which 2-hydroxymuconate and 2-oxopent-4-enoate are catabolized to pyruvate and thereby pyruvate and acetyl-CoA entering the TCA cycle to complete degradation. These differentially expressed genes are located in two genome clusters (Swit_2111-Swit_2113, Swit_4923-Swit_4925), comprising three pairs of paralogs: 4-hydroxy 2-oxovalerate aldolase (EC:4.1.3.39) (Swit_2113, Swit_4923), which cleaves 4-hydroxy-2-oxopentanoate into acetaldehyde and pyruvate; acetaldehyde dehydrogenase (EC:1.2.1.10) (Swit_2112, Swit_4924), which catalyzes formation of acetyl-CoA from acetaldehyde; and 4-oxalocrotonate decarboxylase (EC:4.1.1.77) (Swit_2111, Swit_4925), which may participate in catalyzing decarboxylation of 4-oxalocrotonate derived from DD to form a common intermediate with DF, aliphatic product 2-oxopent-4-enoate, in further degradation.

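All 6 genes of these clusters rose in DF, the largest rise being that of the decarboxylase Swit_4925, with a log2 fold change of 5.26 (standard error 0.81, adjusted p = 0.0129) from edgeR's quasi-likelihood test. Its paralog Swit_2111 had 4.17 (standard error 0.61, adjusted p = 0.0129), the aldolases Swit_4923 and Swit_2113 had 4.09 (standard error 0.58, adjusted p = 0.0129) and 3.78 (standard error 0.57, adjusted p = 0.0129), and the acetaldehyde dehydrogenase Swit_4924 had 4.21 (standard error 0.69, adjusted p = 0.0165). Swit_2112, with 62 reads in DF and 3 in SUC, had a ratio of reads of 11.6 (95% exact interval 3.8 to 57.9), counting error only, and a log2 fold change of 3.46 (standard error 0.66, adjusted p = 0.0285). In DD, Swit_4925 and Swit_4923 rose, by 4.27 (standard error 0.80, adjusted p = 0.0321) and 3.25 (standard error 0.58, adjusted p = 0.0273), and 5 of the 6 passed over all 3 DD libraries. Of 10 tested genes of the aliphatic pathways, 6 in DF and 2 in DD passed over all genes and 6 in each over the list alone, with medians of 3.62 (camera, adjusted p = 6.27e-08, and adjusted p = 0.101 with an estimated correlation) and 2.20 (camera, adjusted p = 2.96e-05, and adjusted p = 0.078 with an estimated correlation). Between DD and DF, edgeR called 0 of these genes, with 4 lower in DD at an unadjusted p under 0.05 (camera, adjusted p = 0.00238, and adjusted p = 0.249 with an estimated correlation). The 6 DF calls ended without SUC1 or SUC2 (adjusted p up to 0.284). Of these, 1 or more also ended without DF2 or DF3, by the exact test, by limma-voom and in a fit of the 2 groups alone (adjusted p up to 0.218). The 2 DD calls of this pathway ended without SUC1, SUC2 or DD3 (adjusted p up to 0.393). Of the latter, 1 or more also ended by the exact test (adjusted p up to 0.158).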

**Fig 4:**
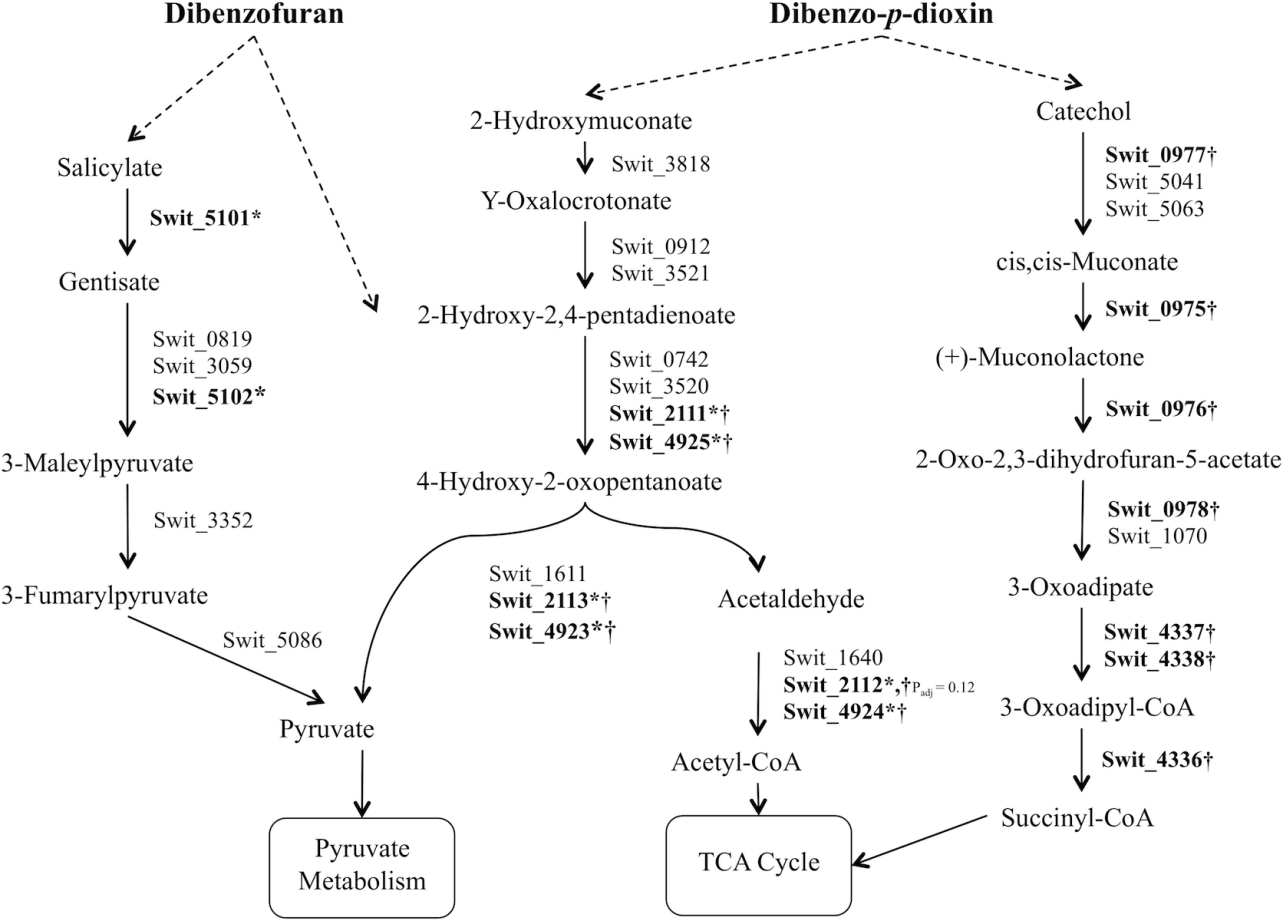
Lower pathways of dibenzo-*p*-dioxin and dibenzofuran degradation. Up-regulated genes are indicated in bold and * with DF and † with DD.

## Discussion

We identified a large number of genes that responded similarly to DD and DF growth, which we expected since these are structurally similar compounds (S1 Table). 

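Of the genes of S1 Table in COG T, 17 of 28 had negative log2 fold changes against SUC in both DD and DF, and in COG U 17 of 22. Examples in DF are the diguanylate cyclase and phosphodiesterase Swit_0108, which makes or breaks the second messenger cyclic di-GMP, with -2.67 (standard error 0.46, adjusted p = 0.0194) from edgeR's quasi-likelihood test, and the secretion system proteins Swit_4865 and Swit_4868, with -3.00 (standard error 0.58, adjusted p = 0.0285) and -3.38 (standard error 0.68, adjusted p = 0.0324). In DD, 0 genes of COG T and 0 of COG U were lower by this test over DD2 and DD3, and 3 and 7 were lower over all 3 DD libraries. Their direction is not independent evidence, because the study chose the genes on these samples. The 3 DF calls named ended without SUC1, SUC2, DF2 or DF3 (adjusted p up to 0.247).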

The fact that many genes (14) in COG categories T and U were mostly down-regulated in response to both DD and DF may reflect the common suppressive effects of DD and DF to cell functions concerning signal transduction, intracellular trafficking, secretion, and vesicular transport.

Among known DF-degraders, RW1’s ability to grow on DD as its sole carbon source is rare. It also showed a significantly different growth pattern on DD compared to DF. We hypothesized that there would be some significant differences in gene expression, and that these differences would not be limited to genes in catabolic pathways but likely include those involved in processes for cell-substrate interactions such as substrate recognition, transport, and detoxification. Our findings largely confirmed this hypothesis since RW1 did show significant differences in gene expression in response to DD and DF (S1 Table). Most importantly, DD appeared to cause greater stress and apparent cytotoxicity responses than DF. This is exemplified by up-regulation of toxicity/stress response genes in DD vs. DF. These genes include an activator of HSP90 ATPase 1 family protein (Swit_1108), a general stress protein (Swit_0545), an entericidin EcnAB (Swit_3927), a glutathione-dependent formaldehyde-activating protein (Swit_4209), and glutathione S-transferases (Swit_0145, Swit_2245, Swit_3457), key enzymes that catalyze xenobiotic detoxification [25]. 

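The glutathione S-transferase Swit_3457 was higher in DD than in DF, with a log2 fold change of 2.92 (standard error 0.44, adjusted p = 0.00741) from edgeR's quasi-likelihood test, and higher in DD than in SUC, with 2.62 (standard error 0.51, adjusted p = 0.041). The other 2 transferases did not pass, at 3.11 (standard error 0.88, adjusted p = 0.191) for Swit_0145 and 1.32 (standard error 0.63, adjusted p = 0.45) for Swit_2245, but without DF1 Swit_0145 did, at 4.84 (adjusted p = 0.0426). The HSP90 activator Swit_1108, at 1.61 (standard error 0.49, adjusted p = 0.258), and the entericidin Swit_3927, at 1.91 (standard error 0.71, adjusted p = 0.331), did not pass either. Swit_4209 had 10 reads in DD and 2 in DF, a ratio of 8.75 (95% exact interval 1.86 to 82.1) that covers counting error only, and an adjusted p of 0.344. Over all 3 DD libraries the adjusted p was 0.0888 for Swit_1108, 0.092 for Swit_3927 and 0.135 for Swit_2245. Of the 12 toxicity and stress genes that the paper names for DD, 4 were higher than in DF over all genes and 9 over the list alone, with a median of 2.66 (camera, adjusted p = 8.79e-12, and adjusted p = 0.0355 with an estimated correlation). Against SUC, 4 were higher in DD (camera, adjusted p = 1.77e-09, and adjusted p = 0.0602 with an estimated correlation). Those 12 genes were picked by the study on these samples and are not independent evidence. The Swit_3457 call against DF ended without DF2 or DF3 (adjusted p up to 0.0644). The Swit_3457 call against SUC ended without SUC1, SUC2, DF3, DD2, DD3, SAP1 or SAP2 (adjusted p up to 0.314).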

One cluster of efflux genes (Swit_1152, Swit_1153, Swit_1154) displayed a strong (18.1- to 27.8-fold increase) response to DD relative to DF. 

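The 3 efflux genes rose together in DD. The pump of the HAE1 family Swit_1153 had 2050 ± 1151 CPM in DD (SD, n = 2), 94.5 ± 76.2 in DF (n = 3) and 29.7 ± 9.21 in SUC (n = 2). From DF to DD the log2 fold changes were 4.49 (standard error 0.67, adjusted p = 0.00726) for the membrane fusion protein Swit_1152, 4.44 (standard error 0.62, adjusted p = 0.00547) for Swit_1153 and 5.08 (standard error 0.66, adjusted p = 0.00536) for the outer membrane lipoprotein Swit_1154 by edgeR's quasi-likelihood test. From SUC to DD they were 5.20 (standard error 0.84, adjusted p = 0.0176), 6.12 (standard error 0.82, adjusted p = 0.0087) and 6.14 (standard error 0.86, adjusted p = 0.0087). The calls against DF ended by the exact test (adjusted p up to 0.205). The calls against SUC ended without SUC1 or SUC2 and by the exact test (adjusted p up to 0.233). Of those against SUC, 1 or more also ended without DD3 (adjusted p up to 0.0515). From the toxicity and stress genes that were higher in DD than in DF, the paper proposes that DD caused greater stress and cytotoxicity than DF.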

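Ku proteins bind broken DNA ends, and RpoE directs transcription under envelope stress. The Ku-family gene Swit_3981 had 128 ± 129 CPM in DD (SD, n = 2) and 48.2 ± 15.5 in DF (n = 3), with a log2 fold change from DF to DD of 1.39 (standard error 0.70, adjusted p = 0.467) from edgeR's quasi-likelihood test. For the sigma factor gene Swit_0176 these were 110 ± 73.2 and 38.5 ± 27.4, with 1.50 (standard error 0.96, adjusted p = 0.583). With all 3 DD libraries, they were 1.89 (adjusted p = 0.154) and 1.61 (adjusted p = 0.321). Neither gene passed.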

Genes for a Ku-family protein likely involved in non-homologous end-joining DNA repair (Swit_3981) [26], and a σ-24 RNA polymerase subunit (RpoE, extracytoplasmic/extreme heat stress factor) (Swit_0176) were up-regulated in response to DD relative to DF. RpoE was reported to be involved in tolerance to stresses caused by low or high temperature, low pH, and ethanol in *Yersinia pseudotuberculosis* [27]; more specifically, cell envelope stress response in *E*.*coli* and *Vibrio parahaemolyticus* has been reported [28,29].

Nevertheless DF also caused some stress response as witnessed by up-regulation of heat shock protein genes (Swit_4377, Swit_5351), chaperonin genes *groS* (Swit_3375) and *groL* (Swit_3376), encoding chaperonins Cpn10 (GroES) and Cpn60 (GroEL), respectively, and one efflux cluster (Swit_1951, Swit_1952). 

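The efflux genes Swit_1951 and Swit_1952 rose in DF, with log2 fold changes of 2.57 (standard error 0.57, adjusted p = 0.0454) and 2.46 (standard error 0.52, adjusted p = 0.0361) from edgeR's quasi-likelihood test. The heat shock genes did not pass, at 1.63 (standard error 0.44, adjusted p = 0.0945) for Swit_4377 and 1.75 (standard error 0.61, adjusted p = 0.224) for Swit_5351, nor did groS (Swit_3375) at 1.95 (standard error 0.74, adjusted p = 0.279) or groL (Swit_3376) at 1.23 (standard error 0.71, adjusted p = 0.507). Swit_4377 passed by DESeq2. Of 8 stress genes that the paper names for DF or for both substrates, 2 were higher in DF over all genes and 7 over the list alone, with a median of 1.94 (camera, adjusted p = 5.48e-10, and adjusted p = 0.101 with an estimated correlation). The study chose this list on these samples, so it is not independent evidence. The 8 genes took 2.72% of reads in DD3, and 0.584% and 0.747% in DD1 and DD2. Their shares were 3.12%, 2.18% and 1.93% in DF1, DF2 and DF3, and 0.518% and 1.22% in SUC1 and SUC2. The 2 efflux calls ended without SUC1, SUC2, DF2, DD2, DD3, SAP1 or SAP2, by the exact test, in a fit of the 2 groups alone and at 50 counts or more per library (adjusted p up to 0.718). Of these efflux calls, 1 or more also ended without DF3 (adjusted p up to 0.0557).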

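Stress genes gave no call in SAP. The 12 toxicity and stress genes named for DD had a median log2 fold change of 0.22 (camera, adjusted p = 0.451, and adjusted p = 0.871 with an estimated correlation), and the 8 named for DF or both had a median of 0.12 (camera, adjusted p = 0.131, and adjusted p = 0.71 with an estimated correlation). Called by edgeR's quasi-likelihood test were 0 genes of each list, with 0 also at an unadjusted p under 0.05. Single members of the former list ranged from -0.59 to 2.18, the highest being Swit_4209 with 14 reads in SAP and 3 in SUC, a ratio of 4.75 (95% exact interval 1.33 to 25.8) that covers counting error only. The efflux gene Swit_1154 had 7.77 ± 4.28 CPM in SAP and 8.89 ± 6.03 in SUC (SD, n = 2 each), and dnaK (Swit_1250) had 1825 ± 351 and 1268 ± 740. In DESeq2, 1 gene was higher in SAP in the whole genome.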

No stress response was detected in SAP relative to SUC. Chaperone gene *dnaK* (Swit_1250) and heat shock protein gene *dnaJ* (Swit_5306) displayed up-regulation by both DD and DF. 

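The dnaJ gene Swit_5306 rose in DD, with a log2 fold change of 3.24 (standard error 0.60, adjusted p = 0.0321) from edgeR's quasi-likelihood test, and had 2.39 (standard error 0.57, adjusted p = 0.0563) in DF, where it passed by DESeq2, by limma-voom, without a filter and without DF1. The dnaK gene Swit_1250 had 1.98 (standard error 0.50, adjusted p = 0.122) in DD and 1.92 (standard error 0.48, adjusted p = 0.067) in DF. DESeq2 called it in both comparisons, limma-voom called it in DF, a fit of the 2 groups alone called it in DD, and edgeR called it in both without DF1. When DD1 joined DD2 and DD3, the dnaK values were 1.76 (adjusted p = 0.0795) and 1.91 (adjusted p = 0.0549). In CPM, dnaK had 5006 ± 1074 in DD (SD, n = 2) and 4796 ± 1202 in DF (n = 3). The DD call of dnaJ ended without SUC1, SUC2, DF3, DD2, DD3 or SAP2 (adjusted p up to 0.233).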

Interestingly, these genes were also found up-regulated in response to PEG8000 by Johnson et al. [30], suggesting their possible role in a common mechanism in response to non-permeating solutes.

Chlorinated dibenzo-*p*-dioxins are known to cause cytotoxicity via DNA, membrane, oxidative and protein damage in studies using reporter genes [31,32]. Our results are indicative of a toxicity response elicited by non-chlorinated DD. Our results further suggest that cytotoxicity effects of DD were more pronounced in the early culture stage as shown in the DD1 transcriptome (S2 Table) which was derived from the early slow growth phase of the biphasic growth of RW1 (S1C Fig). 

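The 31 genes of S2 Table were higher in DD1 of the normalized table than in the other DD libraries. All 31 had a positive log2 fold change against the 3 DD libraries of the count table, with a median of 3.36, from reads recovered from the normalized counts. This comparison was chosen after seeing the data. Its DD1 is a single library, so that standard errors and adjusted p assume that it varies like the libraries of the other groups. EdgeR's quasi-likelihood test called 1 gene over the whole genome, Swit_3582, at 3.10 (standard error 0.45, adjusted p = 0.0473), a gene named here after its value was seen, and DESeq2 called 14 of the 31. Against DD1 of the count table, as set before the data were examined, 27 of the 31 genes could be tested, 20 had a positive log2 fold change, the median was 0.48, and 0 were called. In the whole genome edgeR called 0 genes between that DD1 and DD2 and DD3, with 63 at an unadjusted p under 0.05, and DESeq2, limma-voom and the exact test called 0 as well. S2 Table was chosen by the study on its own DD1 and is not independent evidence. Its genes were not raised in that library alone. All of them together took 1.19% of reads in DF1, against 0.207% in DF2 and 0.252% in DF3. Over 12 of them with at least 400 reads in total, DF1 lay above DF2 and DF3 by a median of 2.27 on the log2 scale. That total includes DF1 and the normalized table's DD1, so genes high there pass more easily and this median may be too high. In the same 12 genes SAP2 over SAP1 and SUC2 over SUC1 had medians of 0.56 and 0.58. Across 1547 genes the deviations of the normalized table's DD1 and of DF1 correlated at Pearson's r = 0.762. Reasoning from the genes higher in DD1, which it gives as the early slow growth phase of a biphasic culture, the paper proposes that the cytotoxicity of DD was stronger in the early stage.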

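For the glutathione S-transferase Swit_0145, DD1 of the normalized table had 111 reads, and DD1, DD2 and DD3 of the count table had 3, 23 and 9. Its log2 fold change against these 3 libraries was 3.22 (standard error 0.73, adjusted p = 0.131) from edgeR's quasi-likelihood test. Swit_1412, of glutathione-dependent formaldehyde activation, had 3.07 (standard error 0.97, adjusted p = 0.232), and the aldehyde dehydrogenase Swit_0703 had 3.81 (standard error 0.73, adjusted p = 0.0667). DESeq2 called Swit_0703 (adjusted p = 0.00139), and gave an adjusted p of 0.0501 for Swit_0145. With DD1 of the count table the log2 fold changes were -2.17 (standard error 1.23, adjusted p = 1), 1.31 (standard error 1.42, adjusted p = 1) and 0.21 (standard error 0.89, adjusted p = 1). For Swit_0145 the ratio of that DD1 to DD reads was 0.207 (95% exact interval 0.0406 to 0.662), counting error only.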

Several toxicity response genes were up-regulated in the DD1 transcriptome, including a glutathione S-transferase gene (Swit_0145), a glutathione-dependent formaldehyde-activating gene (Swit_1412), and an aldehyde dehydrogenase gene (Swit_0703). 

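Swit_4550 had 79 reads in DD1 of the normalized table and 3, 16 and 2 in DD1, DD2 and DD3 of the count table, a log2 fold change of 3.45 (standard error 0.72, adjusted p = 0.106) from edgeR's quasi-likelihood test. Swit_4730 had 314 reads there against 18, 13 and 5, with 4.64 (standard error 0.87, adjusted p = 0.0626), and DESeq2 called it (adjusted p = 0.00123). With DD1 of the count table against DD2 and DD3, the values were -1.35 (standard error 1.28, adjusted p = 1) and 1.20 (standard error 1.14, adjusted p = 1), and the ratio of reads of Swit_4550 was 0.368 (95% exact interval 0.0695 to 1.26), counting error only.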

Two genes (Swit_4550, Swit_4730) involved in defense mechanisms were up-regulated 6- to 19-fold (S2 Table). 

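In DD1 of the normalized table, the efflux genes had log2 fold changes against the 3 DD libraries of 0.88 (standard error 0.72, adjusted p = 0.553) for Swit_1152, 1.00 (standard error 0.68, adjusted p = 0.478) for Swit_1153 and 0.75 (standard error 0.67, adjusted p = 0.592) for Swit_1154 from edgeR's quasi-likelihood test. With DD1 of the count table against DD2 and DD3 they were -0.76 (standard error 0.84, adjusted p = 1), -0.75 (standard error 0.80, adjusted p = 1) and -0.75 (standard error 0.78, adjusted p = 1). None of these differences passed.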

Genes in the efflux cluster (Swit_1152–1154), which were up-regulated in response to DD relative to SUC, also showed elevated expression in DD1 compared to DD though not statistically significant (Data not shown).

DD-mediated toxicity may, in part, explain the observation that although several DF degraders have been isolated [3], to our knowledge, only two DD degraders have been reported [4,5]. It is possible that the differential response to DD (compared to DF) by stress/toxic response genes may be one of the underlying factors enabling RW1 to both successfully overcome toxicity of, and grow on, DD.

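TonB-dependent receptors carry iron complexes and other large molecules through the outer membrane. Of 20 tested receptor genes of S1 Table, 2 were higher in DD than in DF over all genes, Swit_1066 and Swit_3263, and 0 were lower. Over the list alone 4 were higher and 7 lower, and at an unadjusted p under 0.05 there were 5 and 8. Their median log2 fold change was 0.28 (camera, adjusted p = 0.903, and adjusted p = 0.981 with an estimated correlation). In the fit over all 3 DD libraries, 2 were higher and 1, Swit_4781, was lower, at -1.87 (adjusted p = 0.0271) from edgeR's quasi-likelihood test. S1 Table holds genes that the study chose on these samples, so the count over the list alone is not independent evidence.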

Thirteen TonB-dependent receptor genes (included in COGs P, H, M) showed significant differential expression between DD and DF (S1 Table). An additional nine were significantly differentially expressed between DD and SUC and/or DF and SUC but not between DD and DF. 

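Against SUC, the receptor Swit_2420 fell in both DD and DF, with log2 fold changes of -2.78 (standard error 0.46, adjusted p = 0.0207) and -3.65 (standard error 0.41, adjusted p = 0.00582) from edgeR's quasi-likelihood test. In DF, Swit_1901 and Swit_3044 also fell, at -2.27 (standard error 0.46, adjusted p = 0.0324) and -2.32 (standard error 0.49, adjusted p = 0.0361), and 2 receptors rose. In DD, 1 receptor rose. Over the list alone, 5 were higher and 6 lower in DF, and 2 higher and 3 lower in DD, out of 20 (in DF, camera, adjusted p = 0.461, and adjusted p = 0.657 with an estimated correlation). The median in DF was 0.07 and the mean -0.08, which differ in sign. Over all 3 DD libraries, 2 were higher and 3 lower in DD. The DD call of Swit_2420 ended without SUC1, SUC2 or DD3 (adjusted p up to 0.186). The 3 DF calls named ended without SUC2 (adjusted p up to 0.25). Of the falls in DF, 1 or more also ended without SUC1, DF2, DF3, DD2, DD3, SAP1 or SAP2 and in a fit of the 2 groups alone (adjusted p up to 0.168).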

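In SAP, 11 of the 20 tested TonB-dependent receptor genes of S1 Table had a positive and 9 a negative log2 fold change against SUC, with a median of 0.07 (camera, adjusted p = 0.337, and adjusted p = 0.662 with an estimated correlation). By edgeR's quasi-likelihood test, 0 passed over all genes and 0 over the list alone, with 2 higher at an unadjusted p under 0.05. The receptor Swit_2420 had 742 ± 127 CPM in SAP and 476 ± 24.7 in SUC (SD, n = 2 each).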

None of the TonB-dependent receptor genes were significantly differentially expressed in SAP vs. SUC.

TonB-dependent transport across bacterial membranes has been shown for iron, vitamin D, colicins, sideromycins and several phages [33]. Recently the list of substrates was expanded to include carbohydrates (e.g., maltodextrins and sucrose) [34,35]. Codoy et al. [36] reported involvement of the TonB system in *Pseudomonas’* tolerance to toluene and 4-hydroxybenzoate. Our results implicate substrate specificity of cross-membrane transport in growth on dibenzo-*p*-dioxin and dibenzofuran.

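The receptor Swit_0687 rose in DF, with a log2 fold change from SUC of 3.10 (standard error 0.69, adjusted p = 0.0454) by edgeR's quasi-likelihood test, and Swit_4781 rose as well, with 2.17 (standard error 0.46, adjusted p = 0.0361). Swit_2477 and Swit_4025 had 2.95 (standard error 0.77, adjusted p = 0.083) and 2.12 (standard error 0.55, adjusted p = 0.0778) and did not pass. From DF to DD, the log2 fold changes were -2.16 (standard error 0.64, adjusted p = 0.233) for Swit_0687, -2.64 (standard error 0.74, adjusted p = 0.191) for Swit_2477, -1.79 (standard error 0.53, adjusted p = 0.233) for Swit_4025 and -1.65 (standard error 0.44, adjusted p = 0.151) for Swit_4781. None of these passed, but over all 3 DD libraries Swit_4781 was lower in DD than in DF, at -1.87 (adjusted p = 0.0271). DESeq2 called Swit_0687 and Swit_4025 between DD and DF, and Swit_4025 in DF. The locus of Swit_0687 was higher in DF1, where Swit_0687 had 508 CPM, against 125 in DF2 and 124 in DF3. The 2 calls against SUC ended without SUC1, SUC2, DF2 or DF3, by the exact test and in a fit of the 2 groups alone (adjusted p up to 1). Of these 2, 1 or both also ended without DD2, DD3, SAP1 or SAP2, by limma-voom and at 50 counts or more per library (adjusted p up to 0.0704).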

Four genes (Swit_0687, Swit_2477, Swit_4025, Swit_4781) were up-regulated in cultures grown on DF compared to cultures grown both on DD and SUC, implying that they may be DF-specific. 

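Swit_1066 lies next to the vanillate monooxygenase gene Swit_1067. Its log2 fold change was 4.37 (standard error 0.68, adjusted p = 0.0176) from SUC to DD and 4.25 (standard error 0.57, adjusted p = 0.00536) from DF to DD by edgeR's quasi-likelihood test. Swit_3263 had 4.34 (standard error 0.87, adjusted p = 0.0416) from DF and 4.41 (standard error 1.04, adjusted p = 0.0932) from SUC, and the latter was 4.52 (adjusted p = 0.0366) over all 3 DD libraries. DESeq2, a fit of the 2 groups alone and fits without DD3 or DF1 also called Swit_3263 against SUC. Swit_3263 had 594 CPM in DD2 and 94.7 in DD3, and without DD2 its value against DF was 2.49 (adjusted p = 0.746). From SUC to DF the values were 0.12 (standard error 0.68, adjusted p = 0.969) and 0.07 (standard error 1.06, adjusted p = 0.989). The call of Swit_1066 against SUC ended without SUC2 (adjusted p up to 0.125). Of the 2 calls against DF, 1 or more ended without SUC1, SUC2, DF2, DF3 or DD2, by the exact test, by limma-voom, in a fit of the 2 groups alone and at 50 counts or more per library (adjusted p up to 0.893).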

Two genes (Swit_1066, Swit_3263) were up-regulated in cultures grown on DD compared to cultures grown both on DF and SUC, implying that they may be DD-specific. Genome sequences are available for three other related organisms (*Sphingomonas* sp. DC-6, IMG: 2585427984; *Sphingomonas* sp. YL-JM2C, IMG: 2554235291; and *Sphingomonas wittichii*, DP58 IMG: 2548876930). Together these three organisms plus RW1 form a very closely related and distinct phylogenetic group based on overall genome similarity (JGI Clique ID: 1526). The genomes for each of these three contain homologs with ≥ 99% protein identity to Swit_1066, Swit_3263, but only RW1 contains genes for the upper pathway. If these two *tonB* gene products play a significant role in DD transport or detoxification, it is apparently separate from the ability to metabolize DD.

A number of TonB-dependent receptor genes were found highly up-regulated in DF vs. phenylalanine in Coronado et al. [16]. Of these, two genes (Swit_0687, Swit_4781) were also strongly up-regulated in DF vs. SUC in our study. It has been reported that *dxnC* (Swit_4894) from the dxn operon was up-regulated in DF vs. phenylalanine [16] and in DD vs. acetate [18], and was highly expressed across all treatments in our study; its role in transport of DD and DF is inconclusive. 

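The dxnC gene (Swit_4894) had 30420 ± 2064 CPM in SUC, 29420 ± 3262 in SAP and 25760 ± 523 in DD (SD, n = 2 each), and 29200 ± 5045 in DF (n = 3). Its log2 fold changes against SUC were -0.05 in SAP, -0.24 in DD and -0.06 in DF, with standard errors of 0.37, 0.37 and 0.34 and adjusted p of 1, 0.849 and 0.969 from edgeR's quasi-likelihood test.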

Moreno-Forero and van der Meer [37] reported only one TonB-dependent receptor gene (Swit_0540) up-regulated in response to sand impregnated with DF compared to DF liquid batch culture. This gene was not found differentially expressed in our or other studies. This may reflect differences in experimental design and conditions.

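Swit_0540 had 140 ± 44.0 CPM in SUC, 293 ± 89.3 in SAP and 96.3 ± 16.3 in DD (SD, n = 2 each), and 214 ± 150 in DF (n = 3). The log2 fold change against SUC was 1.07 (standard error 0.58, adjusted p = 1) in SAP, -0.53 (standard error 0.59, adjusted p = 0.768) in DD and 0.62 (standard error 0.54, adjusted p = 0.705) in DF, and between DD and DF it was -1.15 (standard error 0.55, adjusted p = 0.451), all from edgeR's quasi-likelihood test. No other planned setting called it.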

Our finding supports the current outline of dioxin catabolic pathways generated by previous studies. The *dbfB* gene, coding for a key enzyme (2,2',3-trihydroxybiphenyl dioxygenase) in the upper degradation pathway showed high levels of expression for both aromatic substrates and was significantly up-regulated in response to DD and significantly up-regulated in response to DF compared to DD (2.8- and 7.6-fold compared to SUC, respectively). This result contrasts with the proteomic study by Hartmann and Armengaud [18], who reported no change of this protein level between DD and DF growth. The *dbfB* gene appeared to be co-regulated with an adjacent *gntR* gene (Swit_4901) (S1 Table), in agreement with the findings of Coronado et al. [16].

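Of 57 motility genes in COG N, 54 could be tested. In DF, 15 were lower than in SUC over all genes and 36 over the list alone, with a median log2 fold change of -2.20 (camera, adjusted p = 4.15e-25, and adjusted p = 0.101 with an estimated correlation). In DD, 1 was lower over all genes and 29 over the list alone, with a median of -2.03 (camera, adjusted p = 1.73e-23, and adjusted p = 0.078 with an estimated correlation). Of 13 chemotaxis genes among them, 1 was lower in DF, the methyl-accepting transducer Swit_4628 at -2.52 (standard error 0.55, adjusted p = 0.0432) from edgeR's quasi-likelihood test, and 7 over the list alone, while in DD 0 passed over all genes, 4 over the list alone and 6 at an unadjusted p under 0.05. With all 3 DD libraries, 13 motility genes were lower in DD and 19 in DF. The DD count over all genes was 0 without DD2, SUC1 or SUC2, 6 without DD3 and 8 without DF1, and over the list alone it was 3 without DD2, 15 without SUC1 and 18 without SUC2. The DF count over all genes was 0 without DF2, SUC1 or SUC2 and 1 without DF3. The call of Swit_4628 ended without SUC1, SUC2, DF2, DF3, DD2, DD3, SAP1 or SAP2, with all 3 DD libraries and in a fit of the 2 groups alone (adjusted p up to 0.247).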

One striking finding is that most genes known for cell motility were down-regulated when RW1 was grown with SAP, DD or DF. 

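Motility genes fell as a group in SAP. Of 54 tested genes of COG N, 49 had a negative log2 fold change against SUC and 35 were lower when adjusted over the list alone. The median was -2.95, or -2.90 with the gene without SAP reads at its bound (camera, adjusted p = 2.22e-55, and adjusted p = 0.0242 with an estimated correlation). The list holds the genome's COG N genes, so its members were not chosen on these samples. The paper singled out the category for its fall in these cultures, however, so the test is not independent evidence. Over all 4159 genes, edgeR's quasi-likelihood test called 0 of them, with 38 lower at an unadjusted p under 0.05, and DESeq2 called 17 and the exact test 16. Without DF1 the count over all genes was 16, and without DD2 or DD3 it was 7.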

Of the 61 genes differentially regulated between SAP and SUC, 35 are related to cell motility (S2 Table), including flagella synthesis, assembly and function and chemotaxis (Fig 1). Genes for pilin and pilus assembly were also down-regulated. 

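Genes of the pilus loci below also fell as groups in SAP. The secretion and pilus genes of COG N did not (median 0.09, camera, adjusted p = 0.256). In the locus from Swit_3506 to Swit_3515, which holds a pilin and Flp pilus assembly genes, all 9 tested genes had negative log2 fold changes against SUC and 7 were lower when adjusted over the list alone, with a median of -1.78 (camera, adjusted p = 3.83e-17, and adjusted p = 0.0246 with an estimated correlation). In the locus from Swit_4864 to Swit_4870, with secretion and pilus proteins, 7 of 7 were lower over the list alone, with a median of -3.31 (camera, adjusted p = 8.99e-20, and adjusted p = 0.0242 with an estimated correlation), but the study chose that locus on these samples and it is not independent evidence. The pilin genes Swit_3506 and Swit_0616 had -2.07 (standard error 0.50, adjusted p = 0.166) and -4.89 (standard error 1.36, adjusted p = 0.276) from edgeR's quasi-likelihood test. Over all genes 0 members passed this test, and DESeq2 called Swit_3506 and Swit_0616. The study named the pilin Swit_3506, where the first locus starts, for its fall in these samples, so that locus is not independent evidence either.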

Saponite, but not Cs^+^ ion, is the actual effector since a transcriptome of cells grown on CsCl plus succinate did not show down-regulation of these genes (data not shown). 

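FliA (Swit_1281) is a sigma factor that directs the late flagellar genes, and FlgM (Swit_1275) binds and holds it. In SAP, FliA had 2 reads, against 51 in SUC, a ratio of 0.0399 (95% exact interval 0.0047 to 0.152) that covers counting error only. Its log2 fold change was -4.50 (standard error 0.81, adjusted p = 0.0511) from edgeR's quasi-likelihood test, and that of FlgM was -3.02 (standard error 0.70, adjusted p = 0.145). In DF the log2 fold changes were -3.02 (standard error 0.58, adjusted p = 0.0285) and -2.94 (standard error 0.59, adjusted p = 0.0324), both of which passed. In DD they were -2.11 (standard error 0.62, adjusted p = 0.177) and -1.76 (standard error 0.63, adjusted p = 0.297). FliA in SAP passed by DESeq2, by the exact test, with RLE size factors, without a filter and without DF1. The 2 calls in DF ended without SUC1, SUC2, DF2 or DF3 (adjusted p up to 0.25). Of the calls in DF, 1 or both also ended by the exact test (adjusted p up to 0.0741).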

The flagellar-specific transcription factor, σ-28 (FliA/WhiG, Swit_1281), responsible for transcription for flagellar biosynthesis and chemotaxis genes, along with anti σ-28 (FlgM, Swit_1275), were also down-regulated. The cyclic dinucleotide *c*-di-GMP-mediated signal transduction system was reported to be involved in motility and surface adhesion [38]. Its down-regulation in DD, DF and somewhat in SAP may contribute to the general suppression of cell motility of RW1 in these conditions.

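Diguanylate cyclases make cyclic di-GMP and PilZ proteins bind it. Of 6 such genes in S1 Table, 3 fell in DF over all genes, Swit_0404, a diguanylate cyclase, at -2.69 (standard error 0.51, adjusted p = 0.0285), Swit_4412, a PilZ protein, at -3.01 (standard error 0.53, adjusted p = 0.0194), and Swit_0108. All 6 were lower when adjusted over the list alone in each of DF, DD and SAP, with median log2 fold changes of -2.48 (camera, adjusted p = 5.42e-09, and adjusted p = 0.101 with an estimated correlation), -2.11 (camera, adjusted p = 1.02e-07, and adjusted p = 0.0807 with an estimated correlation) and -2.57 (camera, adjusted p = 1.8e-16, and adjusted p = 0.0242 with an estimated correlation). Over all genes edgeR's quasi-likelihood test called 0 of them in DD and 0 in SAP, with 6 at an unadjusted p under 0.05 in each, and 2 in DD over all 3 DD libraries. The study chose these 6 genes on these samples, which is not independent evidence. Both calls named in DF ended without SUC1, SUC2, DF2 or DF3 (adjusted p up to 0.247). Of the pair, 1 or both also ended by the exact test and at 50 counts or more per library (adjusted p up to 0.0746).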

Flagellum-dependent motility and chemotaxis are essential in enabling bacteria to move towards (positive chemotaxis) or away from (negative chemotaxis) chemical attractants and for the colonization of solid surfaces [39,40,41,42,43]. Previous work found a decrease in the transcription of several flagellar related genes (mostly in the Swit_1260-Swit_1293 cluster) during growth in low water potential conditions (growth in damp sand [37] or in medium containing high NaCl concentrations or polyethylene glycol [30]), while results from a study tagging genes with insertion elements found that some of these genes (e.g., Swit_1270 and Swit_1286) are important for survival during growth in partially saturated sand [44].

It seems likely that the presence of the saponite clay suppressed cell motility-related processes. Little is known about bacterial responses to the solid surfaces of their environment. In the case of RW1, no cell attachment to the clay minerals was observed except for some small particles of clay apparently clinging to cells (S2B Fig) in the dilute clay suspensions used in this study; at the much lower moisture content typical of soils, extensive cell attachment would be expected. It is not evident why the loss of pili or flagellum-dependent motility would benefit RW1 in adapting to clay minerals in suspension. It is clear however that clay minerals profoundly affected bacterial genes associated with motility, attachment and chemotaxis.

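The 57 motility genes of COG N took 0.601% of all reads in SUC1 and 0.625% in SUC2, and 0.112% in SAP1 and 0.0984% in SAP2, so that both SAP libraries lay below both SUC libraries. With 2 libraries against 2, no permutation test of these shares can reach the threshold. In DD the shares were 0.121%, 0.0965% and 0.216% (DD1, DD2 and DD3), and in DF 0.118%, 0.136% and 0.167%. SAP cultures were sampled later than SUC cultures. The paper gives both as early to mid log phase and reports that growth was delayed in SAP. From the lower expression of flagellar, chemotaxis and pilus genes, the paper concludes that clay minerals strongly affected genes of motility, attachment and chemotaxis. It also cites cells grown with CsCl and succinate, data not shown, in which these genes did not fall, and so names saponite as the effector.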

Many of the same flagellar genes were also strongly down-regulated in cells grown on DD and DF (S3 Table, Fig 1). 

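In DF, 12 of 29 tested flagellar genes were lower than in SUC over all genes and 23 over the list alone, with a median log2 fold change of -2.69 (camera, adjusted p = 3.91e-23, and adjusted p = 0.101 with an estimated correlation). In DD, 1 passed over all genes and 21 over the list alone, with a median of -2.30 (camera, adjusted p = 1.53e-20, and adjusted p = 0.0807 with an estimated correlation), and over all 3 DD libraries 11 passed. The flagellin gene Swit_1284 fell in DF, with -3.43 (standard error 0.50, adjusted p = 0.0129) from edgeR's quasi-likelihood test, as did the hook-length control gene Swit_1292, with -3.67 (standard error 0.66, adjusted p = 0.0218), and the rod gene Swit_1270, with -3.24 (standard error 0.64, adjusted p = 0.0324). In DD, Swit_1270 had -3.03 (standard error 0.74, adjusted p = 0.114), or -3.14 (adjusted p = 0.0268) over all 3 DD libraries, and it also passed in a fit of the 2 groups alone (adjusted p = 0.0187). In the cluster from Swit_1258 to Swit_1295, 18 of 37 genes passed in DF (camera, adjusted p = 2.89e-30, and adjusted p = 0.101 with an estimated correlation) and 2 in DD (camera, adjusted p = 1.27e-26, and adjusted p = 0.078 with an estimated correlation). The 3 flagellar calls named in DF ended without SUC1, SUC2 or DF2 (adjusted p up to 0.247). Of these 3 in DF, 1 or more also ended without DF3 (adjusted p up to 0.0803). Between DD and DF, edgeR called 0 of the 29 genes, with 1 higher in DD at an unadjusted p under 0.05.

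**Figure D2:**
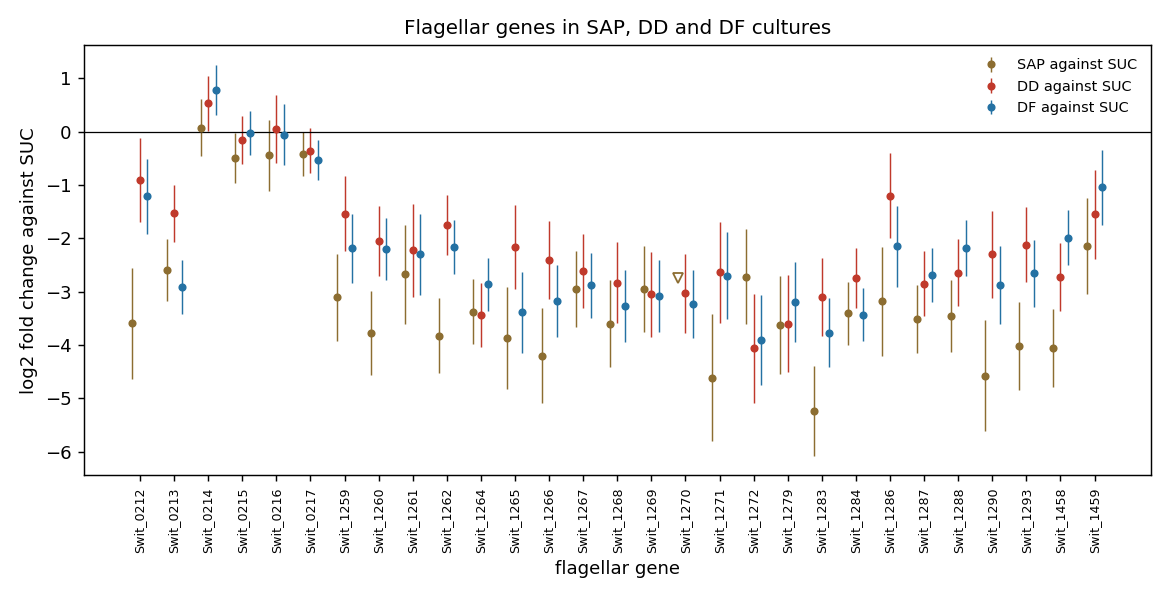
Log2 fold change against SUC (points, with standard errors as bars) of the 29 tested flagellar genes in SAP, DD and DF; the open triangle is Swit_1270 in SAP, drawn at its lower bound of 6.7-fold. In SAP 28 of the 29 genes lie below 0, in DD 27 and in DF 28.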

In the presence of DD and DF crystals, it seems reasonable that the flagellar apparatus would be discarded since the bacteria were clearly colonizing the solid surfaces (S2 Fig) and would not be expected to require motility.

Despite this apparent loss of motility, the RW1 cells grown on DD and DF did not show differential expression of the pilin genes that were down-regulated in SAP (Swit_0616, Swit_3506) (S3 Table, Fig 1). 

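The pilin genes Swit_0616 and Swit_3506 did not pass in DD or DF. Swit_0616 had log2 fold changes of -0.85 (standard error 1.00, adjusted p = 0.787) in DD and -1.28 (standard error 0.90, adjusted p = 0.62) in DF, and Swit_3506 had -0.91 (standard error 0.48, adjusted p = 0.507) and -0.17 (standard error 0.43, adjusted p = 0.92) from edgeR's quasi-likelihood test. As a pair their median was -3.48 in SAP (camera, adjusted p = 6.04e-05, and adjusted p = 0.0292 with an estimated correlation), -0.88 in DD (camera, adjusted p = 0.138, and adjusted p = 0.269 with an estimated correlation) and -0.73 in DF (camera, adjusted p = 0.458, and adjusted p = 0.614 with an estimated correlation). The whole locus from Swit_3506 to Swit_3515 had a median of -2.12 in DD, where 8 of 9 genes were lower over the list alone (camera, adjusted p = 1.07e-08, and adjusted p = 0.078 with an estimated correlation), and of -0.56 in DF, where 0 were (camera, adjusted p = 0.0472, and adjusted p = 0.522 with an estimated correlation). When DD1 joined DD2 and DD3, the DD median was -1.07, 1 gene was lower over the list alone, and the estimated-correlation adjusted p was 0.243. The study named this pair for its values in these samples, so the test of the pair is not independent evidence. A difference between SAP and DD or DF in these genes was not tested.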

Pili in bacterial cells are responsible for conjugation, pilus-mediated twitching motility, chemotaxis and cell-aggregation, which are all involved in cell-to-cell and cell-to-environment interactions that may affect the cell’s ability to aggregate and colonize surfaces [45,46]. It appears that expression of these pilin genes is associated with all three culture conditions (SUC, DD, and DF) in which the bacteria were observed to be social (S2 Fig), but not when the bacteria were apparently solitary in the presence of clay minerals. Potentially, interaction with DD and DF crystals by RW1 may also be mediated by pili.

## Supporting Information

S1 Table Differentially expressed genes between SUC, DD, and DF. Statistically significant differences are in a green background for increased, red for decreased; differences that are not statistically significant are in grey background with a green font for an increase and a red font for a decrease.
(DOCX)

S2 Table Genes differentially expressed between DD, and the early slow growth phase culture DD1. Colors as in S1 Table.
(DOCX)

S3 Table Expression changes of genes involved in cell motility under SAP, DD, and DF relative to SUC. Down-regulated genes are marked in red background, genes without significant change are marked in tan background. (COG N: Cell motility, COG M: Cell wall/membrane/envelope biogenesis; COG O: Post-translational modification, protein turnover, chaperones; COG T: Signal transduction mechanisms; COG U: Intracellular trafficking, secretion, and vesicular transport)
(DOCX)

S1 Fig Growth curves of RW1 cell cultures used for transcriptomes. RW1 cell cultures growing on (A) succinate as sole carbon source; (B) succinate as sole carbon source and in the presence of 0.7% Cs-Saponite; (C) 3 mM dibenzo-*p*-dioxin as sole carbon; (D) 3 mM dibenzofuran as sole carbon source. (Note one replicate of DD had delayed, biphasic growth).
(TIFF)

S2 Fig Scanning Electron Microscopy (SEM) images of RW1 cells. (A) SUC—cells self-aggregate, produce expolysaccharide and slime; (B) SAP—cells appear free-floating and did not aggregate or produce slime, but were attracted to smaller clay particles; (C) DD and (D) DF—cells form large aggregates, attached to DF crystals. White bar is 100 μm. Inset shows larger image of same sample.
(TIFF)

S3 Fig Upper pathway of dibenzofuran/dibenzo-*p*-dioxin degradation. *dbfB* was up-regulated (*†) in response to both dibenzofuran (DF) and dibenzo-*p*-dioxin (DD).
(TIFF)

# Supplementary material for: Sphingomonas wittichii Strain RW1 Genome-Wide Gene Expression Shifts in Response to Dioxins and Clay
**Source:** PLoS One. 2016 Jun 16;11(6):e0157008. doi: 10.1371/journal.pone.0157008
**Supplement:** S1 Table — Statistically significant differences are in a green background for increased, red for decreased; differences that are not statistically significant are in grey background with a green font for an increase and a red font for a decrease.

S1 Table. Differentially expressed genes between SUC, DD, and DF. Statistically significant differences are in a green background for increased, red for decreased; differences that are not statistically significant are in grey background with a green font for an increase and a red font for a decrease. * Gene categorized to more than one COGs. † additional annotated by authors.

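S1 Table lists genes with their folds between DD and DF, between DD and SUC and between DF and SUC, 577 genes in all. Folds from all 3 DD and all 3 DF libraries of the count table were set against those in S1 Table without their direction. They lay within 5%, or within the last printed decimal place, for 449 of 567 genes between DD and DF. Between DD and SUC this held for 77.6% of genes, and between DF and SUC for 411 of 566. By edgeR's quasi-likelihood test, 117 genes were called in 1 or more of the 3 comparisons, and 116 of them are in the table. In the fit over all 3 DD libraries, 176 were called, 172 of them in the table, and DESeq2 called 194, 188 of them in the table.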

# Supplementary material for: Sphingomonas wittichii Strain RW1 Genome-Wide Gene Expression Shifts in Response to Dioxins and Clay
**Source:** PLoS One. 2016 Jun 16;11(6):e0157008. doi: 10.1371/journal.pone.0157008
**Supplement:** S2 Table — Colors as in S1 Table.

S2 Table. Genes differentially expressed between DD, and the early slow growth phase culture DD1. Colors as in S1 Table.

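S2 Table gives, for 31 genes, folds of DD and of DD1 over SUC. Folds were compared without direction, and within 5% includes differences no larger than the last printed decimal place. S2 Table's DD folds lay within 5% of the ratio over the 3 DD libraries of the count table for 23 genes. Its DD1 folds had a median absolute log2 difference of 0.39 from those of DD1 of the normalized table, with 0 genes within 5%, and of 2.64 from those of DD1 of the count table (Spearman's rho 0.511). Genes are not independent replicates in these correlations.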

| **Gene ID** | **Product** | | | **Fold Change**  **DD/SUC** | **Fold Change DD1/SUC** | | **Fold Change DD1/DD** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Swit_0690 | | 40-residue YVTN family beta-propeller repeat protein | **1.2** | | | **9.7** | | **8.0** |
| Swit_4550 | | ABC transporter related | **1.5** | | | **12.8** | | **8.4** |
| Swit_0688 | | acetate--CoA ligase (EC:6.2.1.1) | **1.2** | | | **4.5** | | **5.6** |
| Swit_0703 | | aldehyde dehydrogenase (EC:1.2.1.3) | **1.8** | | | **20.9** | | **11.3** |
| Swit_2508 | | aliphatic sulfonates family ABC transporter, periplasmic ligand-binding protein | **1.2** | | | **12.3** | | **10.1** |
| Swit_2509 | | Alkanesulfonate monooxygenase (EC:1.14.14.5) | **1.4** | | | **7.7** | | **11.1** |
| Swit_4730 | | Alpha/beta hydrolase fold-3 domain protein | **2.5** | | | **7.8** | | **19.5** |
| Swit_4548 | | asparagine synthase (EC:6.3.5.4) | **2.3** | | | **20.2** | | **8.7** |
| Swit_0686 | | beta-lactamase domain protein | **1.9** | | | **15.6** | | **8.4** |
| Swit_0692 | | extracellular solute-binding protein, family 3 | **1.9** | | | **13.8** | | **7.3** |
| Swit_0145 | | Glutathione S-transferase, N-terminal domain (EC:2.5.1.18) | **2.2** | | | **16.6** | | **7.6** |
| Swit_1412 | | glutathione-dependent formaldehyde-activating, GFA | **1.9** | | | **12.8** | | **6.6** |
| Swit_4632 | | histidine ammonia-lyase (EC:4.3.1.3) | **2.8** | | | **2.0** | | **5.6** |
| Swit_3581 | | hypothetical protein | **3.8** | | | **6.7** | | **25.4** |
| Swit_3430 | | hypothetical protein | **5.4** | | | **61.6** | | **11.4** |
| Swit_2263 | | hypothetical protein | **2.5** | | | **4.2** | | **10.7** |
| Swit_0689 | | hypothetical protein | **1.3** | | | **13.0** | | **10.1** |
| Swit_3596 | | hypothetical protein | **2.9** | | | **24.1** | | **8.2** |
| Swit_4547 | | hypothetical protein | **5.1** | | | **41.0** | | **8.1** |
| Swit_4435 | | hypothetical protein | **1.3** | | | **6.3** | | **8.1** |
| Swit_2130 | | hypothetical protein | **1.1** | | | **5.6** | | **6.3** |
| Swit_4539 | | NAD-dependent epimerase/dehydratase (EC:5.1.3.2) | **2.0** | | | **15.3** | | **7.6** |
| Swit_3582 | | peptidase M19, renal dipeptidase | **1.2** | | | **5.6** | | **6.7** |
| Swit_2421 | | peptidase M61 domain protein | **1.6** | | | **6.4** | | **10.0** |
| Swit_0702 | | protein of unknown function DUF779 | **1.4** | | | **19.9** | | **14.4** |
| Swit_0684 | | pseudoazurin | **1.8** | | | **18.7** | | **10.1** |
| Swit_0693 | | Pyrrolo-quinoline quinone | **1.8** | | | **13.7** | | **7.6** |
| Swit_0697 | | short-chain dehydrogenase/reductase SDR (EC:1.1.1.47) | **2.2** | | | **13.8** | | **6.3** |
| Swit_2477 | | TonB-dependent receptor | **1.5** | | | **10.2** | | **6.8** |
| Swit_0881 | | transcriptional regulator, PadR-like family | **4.9** | | | **34.8** | | **7.1** |
| Swit_0701 | | Uncharacterized membrane-anchored-like protein | **1.3** | | | **8.3** | | **10.6** |

# Supplementary material for: Sphingomonas wittichii Strain RW1 Genome-Wide Gene Expression Shifts in Response to Dioxins and Clay
**Source:** PLoS One. 2016 Jun 16;11(6):e0157008. doi: 10.1371/journal.pone.0157008
**Supplement:** S3 Table — Down-regulated genes are marked in red background, genes without significant change are marked in tan background. (COG N: Cell motility, COG M: Cell wall/membrane/envelope biogenesis; COG O: Post-translational modification, protein turnover, chaperones; COG T: Signal transduction mechanisms; COG U: Intracellular trafficking, secretion, and vesicular transport)

S3 Table. Expression changes of genes involved in cell motility under SAP, DD, and DF relative to SUC. Down-regulated genes are marked in red background, genes without significant change are marked in tan background. (COG N: Cell motility, COG M: Cell wall/membrane/envelope biogenesis; COG O: Post-translational modification, protein turnover, chaperones; COG T: Signal transduction mechanisms; COG U: Intracellular trafficking, secretion, and vesicular transport)

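S3 Table lists the 57 genes of COG N with their changes in SAP, DD and DF. The median log2 fold change over the 51 genes that could be tested with all 3 DD libraries was -2.95 in SAP, -2.33 in DD and -2.31 in DF, and 34 genes were lower over the list alone in each of them.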

How the deposited data were processed for this re-analysis (not part of the article)

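The values are RNA-seq read counts per gene from cultures of RW1 on succinate, succinate with clay, DD and DF, with 2, 2, 3 and 3 libraries. As deposited, 1 table holds counts that the authors made by aligning single-end reads with Bowtie, keeping reads with a unique position, pooling technical replicates and counting reads per gene. The other table holds the normalized signal that the authors deposited, which is each count divided by 1 factor per library. Versions of Bowtie and DESeq are not given in the sources used here. All 5399 genes of the count table were read, and their counts were used without change. Reads of the normalized table's DD1 column, which matches no column of the count table, were recovered by multiplying by the factor that makes its values whole.

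Samples were grouped by the labels, with DD1 of the count table as its own group, so that 5 groups were fitted in 1 model. This was fixed before the files were read. The 2 tables name their DD columns differently, and S1 Table fits all 3 DD libraries of the count table, so results with all 3 are given beside the planned ones. Of the paper's SAP cultures, 1 was not analysed here.

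Genes were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, TMM scaling and filterByExpr, which kept 4159 genes (3860 with all 3 DD libraries). The common dispersion was 0.142, a biological coefficient of variation of 0.377, with 5 residual and 6.97 prior degrees of freedom. Comparisons were SAP, DD and DF against SUC, DD against DF and DD1 against DD and SUC, with Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change over the square root of the F statistic of the quasi-likelihood test. DESeq2 1.42.0, limma-voom (limma 3.58.1) and a test written after DESeq's exact test were run beside it. Other settings were RLE scaling, no filter, at least 50 counts, fits of the 2 groups alone and all 3 DD libraries. A replicate block, a threshold of 0.01, at least 2-fold and each library but DD1 left out in turn were also used. Further settings with the normalized table's DD1, without or with a term for DF1, SAP2 and SUC2, and with SAP paired with SUC by replicate number, were chosen after seeing the data. The fits were tested on simulated counts with known changes, where 16-fold changes were recovered for 96.7% of genes in SAP, 95.5% in DD and 99.1% in DF. These counts vary independently between genes and leave out the shared deviation of DF1, SAP2 and SUC2. Recovery in the real libraries may therefore be lower.

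Gene lists were tested with camera (correlation preset at 0.01, and estimated) over 26 lists and 4 comparisons. The lists were motility genes of COG N and their flagellar, chemotaxis and secretion parts, the flagellar cluster, pilus loci, pilins, cyclic di-GMP genes, the upper, catechol, gentisate and aliphatic pathways, stress genes for DD and for DF, TonB-dependent receptors, conjugation, prophage and malonate loci, the methylamine, Swit_0684 and other dioxygenase loci, genes of S2 Table and 2 plasmids. Named genes are all that the paper names in text or pathway figures, the 8 largest rises and falls per comparison among called genes with an average log2 CPM of 5 or more and no overlap between groups, and up to 4 called members of each list with the smallest adjusted p. Values of the supplementary tables had been seen when this rule was written. A gene without reads in a group is given as a bound with 3 counts per library, and genes with 1 to 3 reads with an exact 95% interval of the ratio of reads.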

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

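The settings that use the normalized table's DD1, set DF1, SAP2 and SUC2 apart or pair SAP with SUC by number were chosen after seeing the data, and all others were planned. In the fit as planned the counts were 0 genes in SAP, 26 in DD, 83 in DF, 35 between DD and DF, 23 between DD1 and SUC and 7 shared by DD and DF, with 0, 1 and 15 motility genes in SAP, DD and DF and 35, 29 and 36 over the list alone. Under other settings, 514 named genes and comparisons gave 14996 values. Of these, 13863 kept their side of the threshold, 772 fell back over it, 361 newly passed and 0 reversed. A value that passed in neither fit counts as kept, so that the 13863 do not measure how stable the calls are. In single settings, 66 of the 514 fell back with a replicate block and 57 without DF2. Of 455 values of 16 counts, 289 stayed within 1.5 times the main count. With camera's preset correlation, 59 of 104 gene list tests passed, and 56 to 63 with a library left out. With an estimated correlation 12 passed, 8 in SAP, 1 in DD, 0 in DF and 3 between DD and DF. In draws with known changes in 4159 genes, 4-fold changes were recovered for 29.6% of genes in SAP, 29% in DD, 47.5% in DF and 49% between DD and DF (2-fold changes for 1.79%, 1.49%, 3.28% and 5.07%), so that smaller changes are mostly missed with these libraries. Whether depth, spread between replicates or their number sets this was not tested. A fit without 1 of 2 libraries assumes that the lone library varies like the other groups. The authors' size factors were not run because DD3 of the count table has none, and neither were RPKM values, which need gene lengths. The cause of the changes below was not tested.

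RLE size factors gave 13 genes in SAP, and 8 motility genes in SAP. Without a filter on counts there were 14 genes in SAP, and 9 motility genes in SAP and 2 in DD. A minimum of 50 counts left 22 genes in DF, 22 between DD and DF, 13 between DD1 and SUC and 4 shared by DD and DF, and 0 motility genes in DD and 3 in DF, and 7 motility genes over the list alone in SAP, 7 in DD and 7 in DF. DESeq2 called 32 genes in SAP, 72 in DD, 78 between DD and DF, 59 between DD1 and SUC and 31 shared by DD and DF, and 17 motility genes in SAP and 8 in DD. Limma-voom called 8 genes between DD1 and SUC and 11 shared by DD and DF, and 4 motility genes in DD. The exact test called 24 genes in SAP and 13 shared by DD and DF, and 16 motility genes in SAP and 5 in DD. Fits of the 2 groups alone gave 19 genes in SAP, 97 in DD, 52 in DF, 21 between DD and DF and 31 shared by DD and DF, and 14 motility genes in SAP and 17 in DD. All 3 DD libraries gave 79 genes in DD, 70 between DD and DF and 39 shared by DD and DF, and 13 motility genes in DD. At an adjusted p under 0.01 there remained 6 genes in DD, 1 in DF, 15 between DD and DF, 1 between DD1 and SUC and 0 shared by DD and DF, and 0 motility genes in DD and 0 in DF, and 7 motility genes over the list alone in DD.

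Each library but DD1 was left out in turn, in 9 fits. The counts ran from 0 to 23 in SAP, 0 to 68 in DD, 0 to 174 in DF, 15 to 73 between DD and DF, 0 to 58 between DD1 and SUC and 0 to 32 shared by DD and DF. Those of motility genes ran from 0 to 16 in SAP, 0 to 8 in DD and 0 to 18 in DF. Over the list alone they ran from 27 to 38 in SAP, 3 to 32 in DD and 29 to 36 in DF.

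Of the settings chosen after seeing the data, the following moved counts. With the 4 DD libraries of the 2 tables there were 89 genes in DD, 79 between DD and DF and 37 shared by DD and DF, and 18 motility genes in DD. The normalized table's groups, with its reads recovered, gave 32 genes in SAP, 197 in DD, 130 in DF, 302 between DD and DF, 3 between DD1 and DD, 257 between DD1 and SUC and 61 shared by DD and DF, and 17 motility genes in SAP, 26 in DD and 23 in DF. Limma on log2 of the same table gave 20 genes in SAP, 210 in DD, 295 between DD and DF, 230 between DD1 and SUC and 41 shared by DD and DF, and 14 motility genes in SAP, 23 in DD and 2 between DD and DF. With 3 DD libraries and the normalized table's DD1 there were 8 genes in SAP, 78 in DD, 71 between DD and DF, 1 between DD1 and DD, 172 between DD1 and SUC and 37 shared by DD and DF, and 6 motility genes in SAP and 13 in DD. DESeq2 on these libraries gave 34 genes in SAP, 159 in DD, 137 in DF, 165 between DD and DF, 29 between DD1 and DD, 210 between DD1 and SUC and 59 shared by DD and DF, and 18 motility genes in SAP and 19 in DD. On the same libraries the exact test gave 25 genes in SAP, 63 in DD, 6 between DD1 and DD, 74 between DD1 and SUC and 41 shared by DD and DF, and 17 motility genes in SAP and 17 in DD. A term for DF1, SAP2 and SUC2 gave 31 genes in SAP, 90 in DD, 228 in DF, 106 between DD and DF, 71 between DD1 and SUC and 43 shared by DD and DF, and 16 motility genes in SAP, 12 in DD and 29 in DF. Pairing SAP with SUC by replicate number gave 6 genes in DD, 18 in DF, 1 between DD1 and SUC and 1 shared by DD and DF, and 0 motility genes in DD and 3 in DF. Leaving out DF1, SAP2 and SUC2 gave 16 genes in DD, 32 in DF, 53 between DD and DF, 15 between DD1 and SUC and 4 shared by DD and DF, and 0 motility genes in DD and 2 in DF.

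The labels of the groups share replicate numbers. With the replicate number as a replicate block, the fit gave 8 genes in DD, 28 in DF, 7 between DD and DF, 2 between DD1 and SUC and 1 shared by DD and DF, and 0 motility genes in DD and 7 in DF. Across genes, deviations of libraries with the same number correlated at -0.578 to 0.759 in 13 pairs, with 5 above 0.1, and 5 of 10 libraries correlated best with their own number. In SAP and SUC the numbers do go together, with 0.759 between deviations and, on log2 CPM, 0.937 for SAP1 with SUC1 and 0.949 for SAP2 with SUC2, against 0.864 and 0.879 between replicates. DF1 goes against them, at -0.552 with SAP1 and -0.578 with SUC1, so that 1 block for all groups does not describe it. Pairing SAP with SUC alone, chosen after seeing the data, left 0 genes in SAP.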

Differences from the paper's values

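Settings that use the normalized table's DD1, set DF1, SAP2 and SUC2 apart or pair SAP with SUC by number were chosen only after seeing the values. The DD libraries of some of them were picked because their folds lie closest to S1 and S2 Tables, so that nearness to the paper's counts is no independent check.

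The paper gives 61 genes that differed between SAP and SUC, 60 of them lower, and 35 motility genes among them, against 0, 0 and 0 here. The groups are unlike, as the paper has 3 SAP cultures and 2 were analysed here. DESeq2 called 32 genes (31 lower, 17 of motility) and the exact test 24 (16 of motility), and no planned or added setting reached the paper's counts. For DD the groups are unlike as well, since the planned DD group holds 2 libraries and S1 Table fits 3, so counts with all 3 DD libraries, a planned setting, are given beside those as planned. The paper's count between DD and SUC is 320 genes, against 26 here, and no setting reached it, all 3 DD libraries giving 79. Between DF and SUC the paper gives 241 genes, against 83 here. Leaving out DF1, a planned setting, gave 174, and a term for DF1, SAP2 and SUC2, chosen after seeing the values, gave 228, and the other settings stayed further away. In these settings 385 and 311 of the 577 genes of S1 Table were called in none of the 3 comparisons, against 461 in the fit as planned.

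Between DD and DF the paper gives 305 genes, against 35 here and 70 with all 3 DD libraries. The groups of the normalized table reached 302 genes by edgeR and 295 by limma on log2 values, both chosen after seeing the values. Over DD and DF against SUC and DD against DF together, these 2 settings left 244 and 255 of the 577 genes of S1 Table uncalled, against 461 in the fit as planned, and called 110 and 119 genes outside it, against 1. No planned setting came near. For genes between DD and DF that differ from SUC in neither, the paper gives 136, against 15 here (32 with all 3 DD libraries), and these 2 settings gave 177 and 171. The paper's runs of 3 or more neighbours number 18 with 100 genes, against 3 with 11 here, and the 2 settings gave 20 with 76 and 19 with 74. Of hypothetical proteins, the paper counts 108, of which 94 were higher in DD, against 13 and 13 here (24 and 22 with all 3 DD libraries), and the first of the settings gave 72 and 67.

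The paper counts 35 genes higher in both DD and DF, against 3 here and 9 with all 3 DD libraries. DESeq2 with the 3 DD libraries and the normalized table's DD1, chosen after seeing the values, gave 24 and left 287 genes of S1 Table uncalled in all 3 comparisons. For genes lower in both, the paper's count is 86, against 4 here and 30 with all 3 DD libraries, and no setting reached it. The paper gives 30 motility genes lower in both, against 1 here, and the normalized table's groups, chosen after seeing the values, gave 22. With all 3 DD libraries these were Swit_1264, Swit_1267, Swit_1268, Swit_1270, Swit_1272, Swit_1279, Swit_1283, Swit_1284, Swit_1287, Swit_1288, Swit_1289 and Swit_3980. It names 1 gene called in opposite directions in DD and DF, against 0 here, and no setting reached it. It names 1 motility gene between DD and DF, against 0 here. Limma on log2 values with the normalized table's groups, chosen after seeing the values, called 2, neither of them the paper's Swit_2932. All other settings called 0. The paper's count of TonB-dependent receptors between DD and DF is 13, against 2 here, and none of the settings reached it.

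Among single genes that the paper gives as changed, the following did not pass in the fit as planned, whose DD group holds 2 libraries. In SAP these are FliA (Swit_1281), FlgM (Swit_1275) and the pilin genes Swit_3506 and Swit_0616. Between DD and DF they are the transducer Swit_2932, the Ku-family gene Swit_3981, the sigma factor gene Swit_0176, the stress genes Swit_1108, Swit_0545, Swit_3927, Swit_4209, Swit_0145 and Swit_2245, the genes Swit_0071, Swit_5367 and Swit_5369 (these 3 and Swit_0545 also against SUC), the receptors Swit_0687, Swit_2477, Swit_4025 and Swit_4781, and dbfB (Swit_4902) at -1.64 (adjusted p = 0.204). In DF they are groS (Swit_3375), groL (Swit_3376), the heat shock genes Swit_4377 and Swit_5351, dnaJ (Swit_5306), the cytochrome gene Swit_4367, the receptors Swit_2477 and Swit_4025, and dnaK (Swit_1250), which did not pass in DD either. The receptor Swit_3263 did not pass between DD and SUC, nor did Swit_4546 in DD or DF against SUC. In DD the aliphatic genes Swit_2111, Swit_2112, Swit_2113 and Swit_4924 did not pass, at adjusted p of 0.0841, 0.289, 0.134 and 0.0624. The dbfB and gntR (Swit_4901) genes did not pass in DD either, while the ratios of their mean counts lay near those the paper states. Between DD1 and DD they are Swit_0145, Swit_1412, Swit_0703, Swit_4550 and Swit_4730. The fit as planned took DD1 of the count table for this. The DD1 folds of S2 Table follow DD1 of the normalized table instead (Spearman's rho 0.981, against 0.511 for the count table's DD1). The libraries compared are thus unlike, and these 5 values do not test the paper's DD1.

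Of the genes above, other planned settings called the following. RLE size factors called Swit_1281 in SAP. The fit without a filter on counts called Swit_1281 in SAP, Swit_4924 in DD, and Swit_5306 in DF. DESeq2 called Swit_0616, Swit_1281 and Swit_3506 in SAP, Swit_1250, Swit_2111, Swit_3263, Swit_4924 and Swit_5367 in DD, Swit_1250, Swit_4025, Swit_4367, Swit_4377 and Swit_5306 in DF, and Swit_0687, Swit_4025 and Swit_4902 between DD and DF. Limma-voom called Swit_4924 in DD, and Swit_1250 and Swit_5306 in DF. The exact test called Swit_1281 in SAP, and Swit_2111 and Swit_4924 in DD. Fits of the 2 groups alone called Swit_1250, Swit_2111, Swit_2113, Swit_3263, Swit_4546, Swit_4901, Swit_4924, Swit_5367 and Swit_5369 in DD. The fit over all 3 DD libraries, the group that S1 Table fits, called Swit_2111, Swit_2113, Swit_3263, Swit_4924 and Swit_5367 in DD, and Swit_4781 between DD and DF. The fit without DD2 called Swit_4924 in DD. The fit without DD3 called Swit_3263 in DD. Leaving out DF1 called Swit_1281 in SAP, Swit_1250, Swit_2111, Swit_2113, Swit_3263, Swit_4902, Swit_4924 and Swit_5367 in DD, Swit_1250 and Swit_5306 in DF, and Swit_0145, Swit_4902 and Swit_5369 between DD and DF.

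The settings added later called these. All 4 DD libraries, chosen after seeing the values and leaving 420 genes of S1 Table uncalled, called Swit_2111, Swit_2113, Swit_3263 and Swit_4924 in DD, and Swit_4781 between DD and DF. EdgeR on the normalized table's groups, chosen after seeing the values and leaving 244 genes of S1 Table uncalled, called Swit_1275 and Swit_1281 in SAP, Swit_0071, Swit_0545, Swit_2111, Swit_2113, Swit_3263, Swit_4546, Swit_4924, Swit_5367 and Swit_5369 in DD, Swit_1250, Swit_3375 and Swit_4377 in DF, and Swit_0071, Swit_0545, Swit_2245, Swit_3927, Swit_3981, Swit_4209, Swit_4781, Swit_5367 and Swit_5369 between DD and DF. Limma on log2 of the same table, chosen after seeing the values and leaving 255 genes of S1 Table uncalled, called Swit_1281 in SAP, Swit_0545, Swit_2111, Swit_2113, Swit_3263, Swit_4546, Swit_4924, Swit_5367 and Swit_5369 in DD, Swit_1250, Swit_3375, Swit_4377 and Swit_5306 in DF, and Swit_0071, Swit_0545, Swit_2245, Swit_3927, Swit_3981, Swit_4209, Swit_4781, Swit_5367 and Swit_5369 between DD and DF. EdgeR with 3 DD libraries and the normalized table's DD1, chosen after seeing the values and leaving 398 genes of S1 Table uncalled, called Swit_2111, Swit_2113, Swit_3263, Swit_4924 and Swit_5367 in DD, Swit_2477 in DF, and Swit_4781 between DD and DF. DESeq2 on these libraries, chosen after seeing the values and leaving 287 genes of S1 Table uncalled, called Swit_0616, Swit_1275 and Swit_1281 in SAP, Swit_0545, Swit_1250, Swit_2111, Swit_2113, Swit_3263, Swit_4546, Swit_4901, Swit_4902, Swit_4924 and Swit_5367 in DD, Swit_1250, Swit_4025, Swit_4367, Swit_4377 and Swit_5306 in DF, Swit_0071, Swit_0545, Swit_0687, Swit_3927, Swit_4025, Swit_4781, Swit_4902 and Swit_5367 between DD and DF, and Swit_0703 and Swit_4730 between DD1 and DD. On the same libraries the exact test, chosen after seeing the values and leaving 449 genes of S1 Table uncalled, called Swit_1281 in SAP, Swit_2111 and Swit_4924 in DD, and Swit_1250 and Swit_5306 in DF. A term for DF1, SAP2 and SUC2, chosen after seeing the values and leaving 311 genes of S1 Table uncalled, called Swit_0616 and Swit_1281 in SAP, Swit_1250, Swit_2111, Swit_2113, Swit_4924 and Swit_5367 in DD, Swit_1250, Swit_2477, Swit_4025, Swit_4367, Swit_4377 and Swit_5306 in DF, and Swit_4781 and Swit_4902 between DD and DF. Without these 3 libraries, the fit, chosen after seeing the values and leaving 507 genes of S1 Table uncalled, called Swit_5306 in DF, and Swit_4902 between DD and DF.

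Changing the scaling or the test did not close the gaps in DD, DF and DD against DF. There were 26, 85 and 35 genes by RLE size factors and 31, 74 and 31 by limma-voom. DESeq2 gave 72, 122 and 78, and the exact test 25, 65 and 24. These last 2 used their own scaling and 5368 genes, so that more than the test was changed. What sets the rest apart was not tested.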

Other observations

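Of the tests below, the predictions on library depth in DF1, SAP2 and SUC2 and on plasmid reads were written before they were run, and the other 6 were chosen only after seeing results.

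Some called genes belong to no claim of the paper and were singled out after their values were seen. In DD these are the heat shock sigma factor RpoH (Swit_0060) with a log2 fold change of 2.34 (standard error 0.40, adjusted p = 0.0256) from edgeR's quasi-likelihood test, the resolvase Swit_3384 with 4.74 (standard error 0.91, adjusted p = 0.0385) and the TetR-family regulator Swit_3569 with 2.91 (standard error 0.47, adjusted p = 0.0176). Swit_0225, the 1 called gene outside S1 Table, had -1.45 (standard error 0.33, adjusted p = 0.049) in DF. Without SUC2, 0 genes were called in DD or DF, so these 4 calls end there.

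The methylamine dehydrogenase locus had a median log2 fold change of 3.60 (camera, adjusted p = 1.69e-11, and adjusted p = 0.078 with an estimated correlation) in DD and 2.80 (camera, adjusted p = 2.32e-07, and adjusted p = 0.178 with an estimated correlation) in DF, and took 0.889% of reads in DF1 against 0.23% and 0.296% in DF2 and DF3. For the locus from Swit_0684 to Swit_0703 the median in DF was 2.12 (camera, adjusted p = 2.34e-06, and adjusted p = 0.372 with an estimated correlation), with 1.21% of reads in DF1 against 0.253% and 0.297% in DF2 and DF3. Other dioxygenase loci had a median of 3.26 (camera, adjusted p = 1.63e-06, and adjusted p = 0.11 with an estimated correlation) in DD. The study chose these 3 lists on these samples, so they are not independent evidence. Plasmid pSWIT01 had medians of 0.36 (camera, adjusted p = 0.00062, and adjusted p = 0.473 with an estimated correlation) in DD and 0.20 (camera, adjusted p = 0.415, and adjusted p = 0.892 with an estimated correlation) in DF, and pSWIT02 of 0.35 (camera, adjusted p = 2.12e-06, and adjusted p = 0.515 with an estimated correlation) and 0.05 (camera, adjusted p = 0.229, and adjusted p = 0.892 with an estimated correlation). In SAP, the prophage region from Swit_2170 to Swit_2213 had a median of 0.59 (camera, adjusted p = 2.71e-08, and adjusted p = 0.0586 with an estimated correlation).

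DF1, SAP2 and SUC2 differ from the other libraries of their groups in the same direction across genes. Library depth could cause this, but after thinning every library to 293589 reads the lowest of the 3 correlations was still 0.546. Reads of plasmid pSWIT02 might do so too, yet without its genes the lowest was 0.516. The rRNA removal kit is unlikely for DF1, since the paper gives the other kit to 1 SUC and 1 SAP library only and DF1 correlated with both at 0.552 or more. For SAP2 and SUC2, which correlated at 0.759, the kit may be the cause, which these data cannot tell, as the labels do not name it. The normalized table's DD1 deviates along with these 3 libraries, at 0.762 with DF1, 0.625 with SAP2 and 0.598 with SUC2, and why was not tested.

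Genes of S2 Table together took 1.19% of reads in DF1, against 0.207% in DF2 and 0.252% in DF3. Over 12 of them with at least 400 reads in total, DF1 was higher by a median of 2.27 on the log2 scale. That total includes DF1 and the normalized table's DD1, so genes high there pass more easily and the median may be too high. The same 12 genes had smaller medians of 0.56 in SAP2 over SAP1 and 0.58 in SUC2 over SUC1. DF1 might be a DD library, but 23 genes called higher in DD than in SUC and in DF lay in DF1 only 4.68% of the way from SUC to DD (median, quartiles -1.48% to 8.91%). Over 17 genes called higher in DF than in SUC and DD, DF1 lay a median of 17.6% of the way from SUC to DF2 and DF3. The quartiles were 4.97% and 26.9%, and both gene sets were called without DF1. In log2 CPM, DF1 correlated better with SUC2 and SAP2 (0.864 and 0.854) than with DF2 and DF3 (0.776 and 0.775). Every DF mean, SD and call of the fit as planned includes DF1. RNA of a DD culture might have entered DF1, which 28 genes of S2 Table would need at 26.9% (median, quartiles 4.78% to 74.8%). Over 21 other genes high in DD it was 4.39%, with a permutation p of 0.054, and over a wider set of 51 genes 8.38% (p of 0.075), so these tests cannot tell. An earlier form of this test was replaced after seeing its result, and growth phase, which could also matter, was not tested.

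DD3 lies between the other DD libraries and DF2 and DF3, at a median of 63.3% of the way over 486 genes that differ at least 2-fold (quartiles 36.9% to 83.2%). RNA of a DF culture in DD3 could do this, and among 5 genes high in DF the highest share was 9.57%. These genes were picked after seeing results, as high in DF and low in DD, a group that includes DD3. Their low share in DD3 was thus partly built in and cannot decide this. Library depth is unlikely, since totals of DD3 and the other DD libraries differ by at most 1.08 times. Growth phase may separate DD3 too, but no test of it was made here. The culture that the paper gives as biphasic is its DD1, and the folds of S2 Table for it follow the normalized table's DD1 (Spearman's rho 0.981) and not DD3 (-0.086).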
